# Impaired Meningeal Lymphatics and Glymphatic Pathway in Patients with White Matter Hyperintensity

**DOI:** 10.1002/advs.202402059

**Published:** 2024-05-05

**Authors:** Ying Zhou, Rui Xue, Yifei Li, Wang Ran, Yuping Chen, Zhongyu Luo, Kemeng Zhang, Ruoxia Zhang, Junjun Wang, Mengmeng Fang, Cong Chen, Min Lou

**Keywords:** glymphatic pathway, meningeal lymphatics, neuroinflammation, white matter hyperintensity

## Abstract

White matter hyperintensity (WMH) represents a critical global medical concern linked to cognitive decline and dementia, yet its underlying mechanisms remain poorly understood. Here, humans are directly demonstrated that high WMH burden correlates with delayed drainage of meningeal lymphatic vessels (mLVs) and glymphatic pathway. Additionally, a longitudinal cohort study reveals that glymphatic dysfunction predicts WMH progression. Next, in a rat model of WMH, the presence of impaired lymphangiogenesis and glymphatic drainage is confirmed, followed by elevated microglial activation and white matter demyelination. Notably, enhancing meningeal lymphangiogenesis through adeno‐associated virus delivery of vascular endothelial growth factor‐C (VEGF‐C) mitigates microglial gliosis and white matter demyelination. Conversely, blocking the growth of mLVs with a VEGF‐C trap strategy exacerbates these changes. The findings highlight the role of mLVs and glymphatic pathway dysfunction in aggravating brain white matter injury, providing a potential novel strategy for WMH prevention and treatment.

## 1 Introduction

White matter hyperintensity (WMH) is a prevalent manifestation of cerebral small vessel disease (CSVD), affecting approximately 11–21% of individuals aged 64 years and escalating to 64–94% by the age of 82.^[^ ^1^, ^2^ ^]^ As the most common brain imaging feature of CSVD, WMH poses a substantial functional impact, leading to increased cognitive decline, stroke risk, and neuropsychological disorders. Consequently, it has emerged as a pressing global medical concern.^[^ ^3^, ^4^ ^]^ However, the development of effective prevention and treatment strategies remains challenging due to its heterogeneous etiologies, diverse cerebrovascular mechanisms, and multifactorial pathologies. Therefore, an urgent demand exists for a comprehensive and novel understanding of WMH.

The intriguing discovery of meningeal lymphatic vessels (mLVs) and the glymphatic pathway has generated significant excitement, challenging the long‐standing belief that the central nervous system (CNS) lacks a conventional lymphatic system.^[^ ^5^, ^6^, ^7^ ^]^ Recent studies have unequivocally demonstrated that the cerebrospinal fluid (CSF) in the subarachnoid and cisternal spaces flows specifically through periarterial spaces, where it undergoes exchange with interstitial fluid facilitated by aquaporin‐4 water channels. Subsequently, this fluid is drained through the mLVs, or lymphatics in the cribriform plate, as well as in the perineurium of the cranial nerves, before ultimately reaching the deep cervical lymph nodes.^[^ ^5^, ^8^, ^9^ ^]^ Through the glymphatic pathway, waste products and immune cells are effectively cleared from the brain. The existence of this CSF circulation system, particularly the mLVs, presents a promising therapeutic target for various neurodegenerative and neuroinflammatory disorders.^[^ ^10^, ^11^, ^12^ ^]^

In our recent clinical observation, we discovered a correlation between the severity of WMH lesions and the function of the glymphatic pathway, using an indirect method known as the diffusion tensor image analysis along the perivascular space (DTI‐ALPS) index.^[^ ^13^ ^]^ Additionally, an animal study employing spontaneously hypertensive rats (SHR), a commonly used model for mimicking WMH pathology, demonstrated decreased glymphatic function compared to the wild‐type Wistar‐Kyoto rats (WKY).^[^ ^14^ ^]^ In general, neuroinflammation is recognized as a key pathological feature of WMH.^[^ ^15^ ^]^ Increased microglial activation in WMH lesions has been observed through ^[11C]^PK11195 positron emission tomography imaging.^[^ ^16^ ^]^ Furthermore, numerous studies have reported elevated peripheral inflammation markers in patients with WMH, including C‐reactive protein, interleukin‐6, E‐selectin, P‐selectin, vascular cell adhesion molecule‐1, and others.^[^ ^17^ ^]^ Overall, the existence of mLVs and glymphatic pathway establishes a possible connection between the peripheral immune system and central neuroinflammation by facilitating the clearance of immune cells and maintaining brain homeostasis under normal physiological conditions. Nevertheless, the direct involvement of impaired drainage function in mLVs and the glymphatic pathway in the pathogenesis and progression of WMH remains to be fully elucidated.

In this study, we investigated the direct association between the volume of WMH lesions and the drainage function of mLVs and glymphatic pathway by conducting Glymphatic MRI after intrathecal injection of a contrast agent in patients with indications for lumbar puncture. Additionally, we examined how defects in this drainage system, as reflected by the ALPS index, influenced the growth of WMH in a large longitudinal cohort. Our findings revealed a significant impairment of glymphatic function in the WMH high burden group, suggesting a connection between WMH volume and the efficiency of the glymphatic system. Furthermore, we observed that individuals with a relatively well‐functioning glymphatic system exhibited slower growth of WMH lesions over time. In a subsequent experiment, we conducted prophylactic interventions aiming at restoring mLVs drainage in aged SHR using viral delivery of vascular endothelial growth factor C (VEGF‐C). The results demonstrated that this intervention effectively alleviated microglial gliosis and white matter demyelination. Conversely, impaired mLVs drainage in aged WKY using a VEGF‐C trap strategy exacerbated inflammation and demyelination in the white matter.

## 2 Results

### 2.1 High WMH Burden Was Associated with Delayed Drainage of mLVs and Glymphatic Pathway as Visualized by Glymphatic MRI

Glymphatic MRI, a DCE‐MRI technique involving the intrathecal injection of gadolinium contrast agent, allowed visualization of the drainage of mLVs and glymphatic pathway.^[^ ^18^, ^19^ ^]^ During a study period from April 2018 to June 2022, 54 patients underwent Glymphatic MRI scan to evaluate their mLVs and glymphatic function. These patients were referred for lumbar puncture due to peripheral neuropathy, suspected CSF leakage or motor neuron disease. The study group included 27 males with a mean age of 57 years and 27 females with a mean age of 59 years. Systolic pressure averaged 145 ± 42 mmHg, diastolic pressure averaged 85 ± 12 mmHg, and intracranial pressure averaged 135 ± 89 mmH_2_O. Demographics and basic clinical data are shown in Table S1 (Supporting Information).

**Figure** **1**A–H illustrates representative Glymphatic MRI images depicting the glymphatic pathway in two individuals with varying degrees of WMH severity. We measured the percentage change (PC) of the signal unit ratio from baseline to 4.5 hours (h), 15h, and 39h in various brain regions, including the parasagittal dura (PSD), white matter, grey matter and CSF, and the PC from baseline to 39h was quantified as the drainage function of the glymphatic pathway.^[^ ^20^, ^21^ ^]^ The PC values in the examined regions were higher in severe WMH group compared to the mild WMH group, which were categorized based on the median WMH volume of 3.77 mL (Figure 1I). Consistently, the PC values from baseline to 39h in the examined regions were higher in the periventricular WMH (PWMH) score and deep WMH (DWMH) score of 2–3 than 0–1 group (Figure 1J–M). Moreover, there was a statistically significant association between the PC values from baseline to 39h in these regions and WMH volume (*p* < 0.05 for all). When adjusting for age, gender, and hypertension, linear regression revealed that the PC values from baseline to 39h in these regions independently correlated with WMH volume (*p* < 0.05 for all). The relationship between WMH volume and PC values from baseline to 4.5, 15, and 39 h is presented in Figure 1N–Q and Table S2 (Supporting Information).

**Figure 1:**
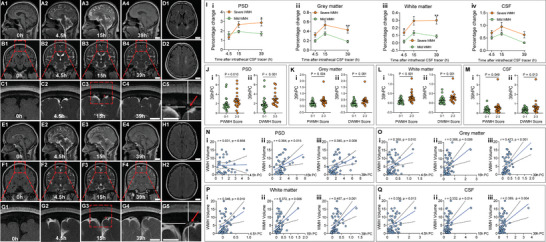
Delayed drainage of the glymphatic pathway associated with the severity of white matter hyperintensity (WMH) in patients who underwent Glymphatic MRI. A–H) Representative images showing the glymphatic pathway before and after intrathecal administration of gadodiamide in two patients with severe WMH (A–D, one individual) and mild WMH (E–H, another individual). Axial 2D‐T2‐fluid‐attenuated inversion recovery (FLAIR) images show D1,H1) their corresponding periventricular white matter hyperintensity (PWMH) and D2,H2) deep white matter hyperintensity (DWMH), respectively, with different severity. Glymphatic pathway is visualized at baseline (0 h), 4.5, 15, 39 h after intrathecal administration of gadodiamide on A,E) 3D‐T1 imaging and B,F) coronal 2D‐T2‐FLAIR imaging, with their corresponding magnified images on C and G. Of note, C5 and G5 further present the magnified images of the red dashed box on C3 and G3, respectively. Regions of interest (small red circles on C3 and G3) and parasagittal dura (PSD, red arrows on C5 and G5) are marked. I) Percentage change (PC) of signal unit ratio at different time points in PSD (i), grey matter (ii), white matter (iii) and cerebrospinal fluid (CSF) (iv) (severe WMH: *n* = 27, mild WMH: *n* = 27, two‐way ANOVA with Bonferroni's post hoc test). J–M) Comparison of the 39h PC value of J‐i) PSD, K‐i) grey matter, L‐i) white matter and M‐i) CSF between groups of PWMH score of 0–1 (*n* =  30) and 2‐3 (*n* =  24) (Mann‐Whitney U test). Comparison of the 39h PC value of J‐ii)) PSD, K‐ii) grey matter, L‐ii) white matter and M‐ii)) CSF between groups of DWMH score of 0–1 (*n* =  33) and 2–3 (*n* = 21) (Mann‐Whitney U test). N–Q) Correlation between the WMH volume and the PC value in N) PSD, O) grey matter, P) white matter, and Q) CSF from baseline to 4.5h (i), 15h (ii), and 39h (iii) (*n* = 54, Pearson correlation analysis). Scale bar = 2 cm (A1‐4, B1‐4, D1‐2, E1‐4, F1‐4, H1‐2); Scale bar = 1 cm (C1‐5, G1‐5). All error bars represent mean ± s.e.m. *p < 0.05, **p < 0.01.

In addition, in patients who underwent Neck T1 fat‐suppression imaging, we measured the PC values of the signal unit ratio in the deep cervical lymph nodes (dCLNs), finding there was a statistically significant association between the PC values from baseline to 39 h and WMH volume (*r* = 0.629, *p* = 0.021; Figure S5, Supporting Information), indicating impaired drainage of mLVs to dCLNs with higher WMH burden.

### 2.2 Decreased Glymphatic Clearance Was Associated with WMH Volume and Progression in a Large Cohort Cross‐Sectionally and Longitudinally

Despite the potential advantage of glymphatic MRI, its widespread clinical application is limited by the requirement of lumbar puncture with intrathecal‐administered contrast agent. The ALPS index provides a promising noninvasive alternative based on diffusion tensor imaging (DTI) to evaluate the glymphatic function (**Figure** **2**A).^[^ ^13^ ^]^ Therefore, to further investigate the association between cerebral glymphatic function and WMH, we enrolled a cohort of patients with WMH and control participants who underwent DTI as a part of the CIRCLE study (ClinicalTrials.gov ID: NCT03542734). A total of 1149 WMH patients and 48 controls without WMH were included in the study, spanning from January 2010 to June 2022. Demographics and basic clinical information for the participants are provided in Table S3 (Supporting Information).

**Figure 2:**
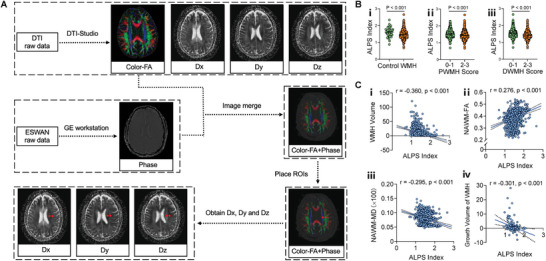
Glymphatic function associated with the presence, severity, and growth of white matter hyperintensity (WMH) in CIRCLE cohort. A) Schematic diagram illustrating the diffusion tensor image analysis along the perivascular space (DTI‐ALPS) index measurements. B) Comparison of glymphatic function, measured by the ALPS index, between WMH patients (*n* =  1149) and controls (*n* =  48) (i), periventricular white matter hyperintensity (PWMH) score of 0–1 (*n* =  523) and 2–3 (*n* =  626) groups (ii), and deep white matter hyperintensity (DWMH) score of 0–1 (*n* =  588) and 2–3 (*n* =  561) groups (iii) (Unpaired t test). C) Correlation analysis between the ALPS index and various parameters involving WMH including WMH volume (*n* =  1149) (i), normal appearing white matter‐fractional anisotropy (NAWM‐FA) (*n* =  1149) (ii), normal appearing white matter‐mean diffusivity (NAWM‐MD) (*n* =  1149) (iii), and growth volume of WMH in patients with repeat T2‐fluid‐attenuated inversion recovery (T2‐FLAIR) scanning at an average scan interval of 1.23 ± 0.51 years (*n* =  191) (iv) (Pearson correlation analysis). All error bars represent mean ± s.e.m.

Compared to the control group, patients with WMH were found to be older (61.92 ± 8.46 vs 54.23 ± 7.01, *p* < 0.001) and had lower ALPS index (1.49 ± 0.24 vs 1.61 ± 0.26, *p* < 0.001), indicating decreased glymphatic clearance (Figure 2B–i). After adjusting for age, the ALPS index was independently associated with the presence of WMH (OR = 0.297, 95%CI [0.093‐0.954], *p* = 0.041).

Among patients with WMH, the groups with a PWMH or DWMH core of 2–3 had higher ALPS index compared to the 0–1 group (both *p* < 0.001; Figure 2B‐ii,iii). The ALPS index showed a significant negative correlation with WMH volume (*r* = ‐0.360, *p* < 0.001; Figure 2C‐i). Additionally, there was a favorable correlation between the ALPS index and the fractional anisotropy (FA) value of normal‐appearing white matter (NAWM) (*r* = 0.276, *p* < 0.001; Figure 2C‐ii). Furthermore, the ALPS index exhibited a negative correlation with the mean diffusivity (MD) value of NAWM (*r* = −0.295, *p* < 0.001; Figure 2C‐iii). Linear regression revealed that a higher ALPS index was associated with smaller WMH volume, higher NAWM‐FA and lower NAWM‐MD after adjusting for age, hypertension, hyperlipidemia, diabetes, alcohol drinking, smoking, and cerebral ventricle volume (*β* = −0.217, *p* < 0.001; *β* = 0.239, *p* < 0.001; *β* = −0.269, *p* < 0.001; Table S4, Supporting Information).

To investigate the potential involvement of the ALPS index in the progression of WMH, we calculated the growth volume of WMH in 191 WMH patients who underwent repeated T2‐fluid attenuated inversion recovery (T2‐FLAIR) scanning at follow‐up. The average scan interval was 1.23 ± 0.51 years. Detailed demographic and clinical data of the follow‐up patients are provided in Table S5 (Supporting Information). Among these patients, the growth volume of WMH showed a negative association with the baseline ALPS index (*r* = ‐0.301, *p* < 0.001; Figure 2C‐iv); Table S9, Supporting Information). After adjusting for age, cerebral ventricle volume and follow‐up interval, lower baseline ALPS index was independently associated with a greater growth volume of WMH (*β* = ‐0.203, *p* = 0.007; Table S6, Supporting Information).

### 2.3 Impaired Lymphangiogenesis and Delayed Drainage of mLVs and Glymphatic Pathway in SHR

To validate the findings observed in patients with WMH and gain mechanistic insights, we employed SHR as an animal model of WMH, with WKY serving as the control (both at 26 weeks).^[^ ^22^ ^]^ Indirect blood pressure measurements confirmed significantly higher systolic blood pressure levels in SHR compared to WKY (194 ± 27.63 mmHg vs 135 ± 23.96 mmHg, *p* < 0.001). We then assessed the drainage function of the glymphatic pathway and mLVs using DCE‐MRI after intra‐cisterna magna administration of contrast agent. In comparison to WKY, SHR exhibited reduced clearance of the CSF tracer in six predefined different brain regions, as indicated by significant high levels of PC values (**Figure** **3**A). These findings suggest a delayed drainage of the glymphatic pathway in SHR. To further assess the drainage of mLVs, DCE‐MRI of dCLNs was conducted. **Figure** **4**A‐i showcases representative DCE‐MRI images of the dCLNs in SHR and WKY before and after gadodiamide administration. The representative time‐intensity curves (TICs) of dCLNs derived from DCE‐MRI data revealed that the PC values following 240 min of gadodiamide administration were marked increase (Figure 4A‐ii) and the average time to peak (TTP) value of the dCLNs was significantly extended in SHR compared to WKY (Figure 4A‐iii). In addition, at the 30 min and 60 min marks post‐administration, there was no discernible difference in the PC values between the SHR and WKY groups (*p* > 0.999, both for 30 min and 60 min).

**Figure 3:**
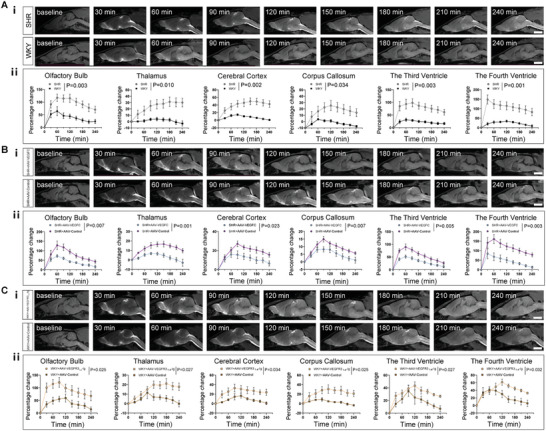
Quantitative assessments of drainage function of glymphatic pathway after intra‐cisterna magna administration of gadodiamide in rats. A‐i–C‐i) Representative 3D‐T1 images showing the glymphatic pathway at baseline and every 30 min after intra‐cisterna magna administration of gadodiamide in spontaneously hypertensive rats (SHR) versus Wistar‐Kyoto rats (WKY) (A‐i), in AAV2/9‐CMV‐rVEGF‐C treated SHR (SHR+AAV‐VEGFC) and AAV2/9‐control treated SHR (SHR+AAV‐Control) (B‐i), and in AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated WKY (WKY+AAV‐VEGFR3_1‐4_‐Ig) and AAV2/9‐control treated WKY (WKY+AAV‐Control) (C‐i). Scale bar = 5 mm. A‐ii–C‐ii) Comparison of glymphatic function in predefined six brain regions, including olfactory bulb, thalamus, cerebral cortex, corpus callosum, the third ventricle and the fourth ventricle between SHR (*n* = 19) and WKY (*n* = 12) (A‐ii), between SHR+AAV‐VEGFC (*n* = 9) and SHR+AAV‐Control (*n* = 8) (B‐ii), between WKY+AAV‐VEGFR3_1‐4_‐Ig (*n* = 6) and WKY+AAV‐Control (*n* = 5) (C‐ii). Data pooled from three independent experiments. All error bars represent mean ± s.e.m. *P* values were calculated by repeated‐measures two‐way ANOVA with Bonferroni's post hoc test.

**Figure 4:**
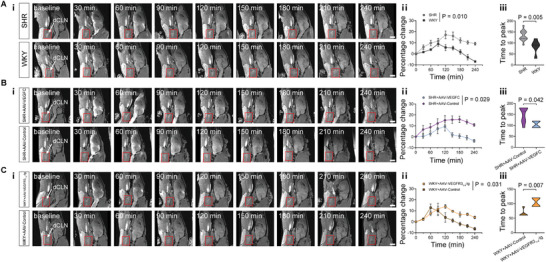
Quantitative assessments of drainage function of meningeal lymphatic vessels (mLVs) to deep cervical lymph nodes (dCLNs) after intra‐cisterna magna administration of gadodiamide in rats. Ai–Ci) Representative 3D‐T1 images showing the drainage of mLVs to dCLNs at baseline and every 30 min after intra‐cisterna magna administration of gadodiamide A‐i) in spontaneously hypertensive rats (SHR) and Wistar‐Kyoto rats (WKY), B‐i) in AAV2/9‐CMV‐rVEGF‐C treated SHR (SHR+AAV‐VEGFC) and AAV2/9‐control treated SHR (SHR+AAV‐Control), and C‐i) in AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated WKY (WKY+AAV‐VEGFR3_1‐4_‐Ig) and AAV2/9‐control treated WKY (WKY+AAV‐Control). The red rectangular box indicates the location of the dCLNs at each time point, and the white arrows point to the dCLNs. Scale bar = 5 mm. A‐ii–C‐ii) Comparison of percentage change of drainage from mLVs to dCLNs between SHR (*n* = 11) and WKY (*n* = 5) (A‐ii), between SHR+AAV‐VEGFC (*n* = 4) and SHR+AAV‐Control (*n* = 8) (B‐ii), between WKY+AAV‐VEGFR3_1‐4_‐Ig (*n* = 4) and WKY+AAV‐Control (*n* = 5) (C‐ii). A‐iii–C‐iii) Comparison of the average time to peak value of the dCLNs between SHR (*n* = 11) and WKY (*n* = 5) (A‐iii), between SHR+AAV‐VEGFC (*n* = 4) and SHR+AAV‐Control (*n* = 8) (B‐iii), between WKY+AAV‐VEGFR3_1‐4_‐Ig (*n* = 4) and WKY+AAV‐Control (*n* = 5) (C‐iii). Data pooled from two independent experiments. All error bars represent mean ± s.e.m. P values were calculated by repeated‐measures two‐way ANOVA with Bonferroni's post hoc test (A‐ii–C‐ii) or two‐tailed unpaired Student's t‐test (A‐iii–C‐iii).

To investigate meningeal lymphangiogenesis in the animal model, whole‐mount meninges from rats were subjected to immunostaining for the lymphatic endothelial cell (LEC) marker, lymphatic vessel endothelial hyaluronan receptor 1 (Lyve‐1). The extent of meningeal lymphangiogenesis was assessed by calculating the Lyve‐1‐positive area in confluence of sinus (COS) and Lyve‐1‐positive length in superior sagittal sinus (SSS). Immunofluorescence analysis exhibited decreased lymphangiogenesis in SHR compared to WKY (**Figure** **5**A,D,E).

**Figure 5:**
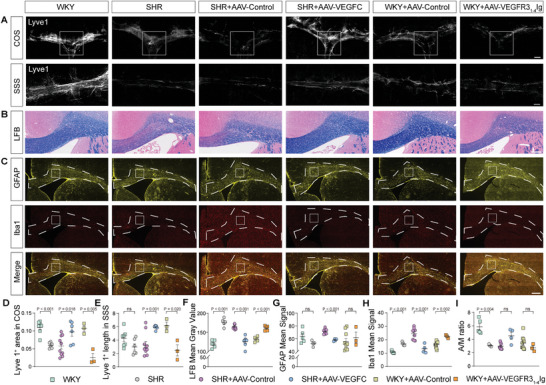
Pathological changes in meningeal lymphatic vessels (mLVs) and corpus callosum (CC) in rats. A) Representative pathological images of mLVs stained with lymphatic vessel endothelial hyaluronan receptor 1 (Lyve1) 647 (in gray) in the meningeal confluence of sinuses (COS) and superior sagittal sinus (SSS), shown in dashed rectangle box. Scale bar = 1000 µm. B) Representative pathological images showing myelin sheath stained with Luxol Fast Blue (LFB) in CC. C) Representative images of glial fibrillary acidic protein (GFAP) (in yellow) and Ionized calcium binding adapter molecule 1 (Iba1) (in red) staining in brain sections. Scale bar = 500 µm. D–E) Quantification of fluorescence intensity, expressed as Lyve1^+^ covered area and length of Lyve1^+^ immunoreactivity in D) COS and E) SSS. Data for SHR: *n* = 6, SHR+AAV‐VEGFC: *n* = 6, SHR+AAV‐Control: *n* = 10, WKY: *n* = 7, WKY+AAV‐VEGFR3_1‐4_‐Ig: *n* = 3, WKY+AAV‐Control: *n* = 3. Pooled data from two independent experiments. F) Quantification of demyelination in CC. Scale bar = 300 µm. SHR showed a significantly decreased optical density (i.e., an increased mean gray value) compared to WKY. Data for SHR: *n* = 5, SHR+AAV‐VEGFC: *n* = 7, SHR+AAV‐Control: *n* = 10, WKY: *n* = 6, WKY+AAV‐VEGFR3_1‐4_‐Ig: *n* = 5, WKY+AAV‐Control: *n* = 5. Pooled data from two independent experiments. G–I) Quantification of fluorescence intensity of G) GFAP, H) Iba1 and GFAP/Iba1 ratio (A/M ratio, I) immunoreactivity, expressed as mean signal in a fixed square region. Data for SHR: *n* = 4, SHR+AAV‐VEGFC: *n* = 4, SHR+AAV‐Control: *n* = 9, WKY: *n* = 5, WKY+AAV‐VEGFR3_1‐4_‐Ig: *n* = 3, WKY+AAV‐Control: *n* = 10. Pooled data from two independent experiments. All error bars represent mean ± s.e.m. *P* values were calculated by two‐tailed unpaired Student's t‐test or Welch's t‐test.

To assess astrogliosis and microglia activation, cyro‐sections of the brain were immunolabeled with glial fibrillary acidic protein (GFAP) and Iba1. The distribution of astrocytes and microglia in the corpus callosum (CC) is presented in Figure 5C. Quantification of GFAP and Iba1 distribution was performed by measuring the mean signal in a fixed square region, with the average obtained from three micrographs per animal. We observed a significant increase in the activation of microglia in SHR compared to WKY, while no alterations were found in astrocytes between SHR and WKY (Figure 5G–I). To evaluate the severity of white matter demyelination, Luxol Fast Blue (LFB) staining was used, revealing greater demyelination in the CC of SHR compared to WKY (Figure 5B,F).

### 2.4 Enhancement of the mLVs Drainage Mitigated Neuroinflammation and Ameliorated White Matter Demyelination

To gain deeper insights into the implications of impaired drainage of mLVs in white matter demyelination, we proceeded to investigate the effectiveness of enhancing CNS lymphatic drainage in attenuating white matter demyelination. AAV delivery of VEGF‐C has previously been shown to successfully enhance lymphatic function.^[^ ^10^, ^23^, ^24^ ^]^ In this study, we injected AAV2/9‐CMV‐rVEGF‐C or AAV2/9‐CMV‐mNeonGreen (as control) into the cisterna magna of SHR (**Figure** **6**A). Four weeks post i.c.m. viral injection, there was a marked increase in VEGF‐C mRNA expression in the meninges of SHR treated with AAV2/9‐CMV‐rVEGF‐C compared to those treated with the control vector (Figure 6B). In line with the elevated VEGF‐C mRNA expression, a significant enhancement in meningeal lymph angiogenesis was observed in AAV2/9‐CMV‐rVEGF‐C‐treated SHR when compared to the control group (Figures 5A,D,E and 6C,D). Notably, the clearance of the tracer in six predetermined brain regions was significantly faster in the AAV2/9‐CMV‐rVEGF‐C‐treated group compared to the control group (Figure 3B). Moreover, there was no significant difference in glymphatic clearance function between the AAV2/9‐control treated SHR and SHR groups (Figure S1, Supporting Information). DCE‐MRI of dCLNs was also performed in SHR treated with AAV2/9‐CMV‐rVEGF‐C and controls (Figure 4B‐i). Analysis indicated a significant decrease in PC values following 240 min of gadodiamide administration (Figure 4B‐ii), and a significant reduction in the average TTP values of dCLNs in AAV2/9‐CMV‐rVEGF‐C‐treated SHR, compared to the control (Figure 4B‐iii). In addition, at the 30‐minute and 60‐minute marks post‐administration, there was no discernible difference in the PC values between the AAV2/9‐CMV‐rVEGF‐C‐treated SHR and the control (*p* > 0.999, both for 30 min and 60 min). The activation of microglia was significantly reduced in AAV2/9‐CMV‐rVEGF‐C‐treated group compared to the control group, as indicated by decreased Iba1 mean signal and increased GFAP/Iba1 ratio (A/M ratio) (Figure 5C,H,I). In general, VEGF‐C treatment resulted in a reduction of proinflammatory gene expression in the corpus callosum in SHR (Figure 6E). The expression levels of IL‐1β, IFNγ and Iba1 were significantly lower in the corpus callosum of the AAV2/9‐CMV‐rVEGF‐C‐treated group in comparison to the control group, respectively (Figure 6E‐i,ii,iv). TNFα expression levels remained unchanged between the two groups within the corpus callosum (Figure 6E‐iii). LFB staining also revealed that the AAV2/9‐CMV‐rVEGF‐C‐treated group exhibited less demyelination in CC compared to the control group (Figure 5B,F). Taken together, these findings strongly support the notion that overexpression of VEGF‐C enhances meningeal lymphangiogenesis, prompts meningeal lymphatic drainage, ameliorates neuroinflammation and white matter damage in SHR.

**Figure 6:**
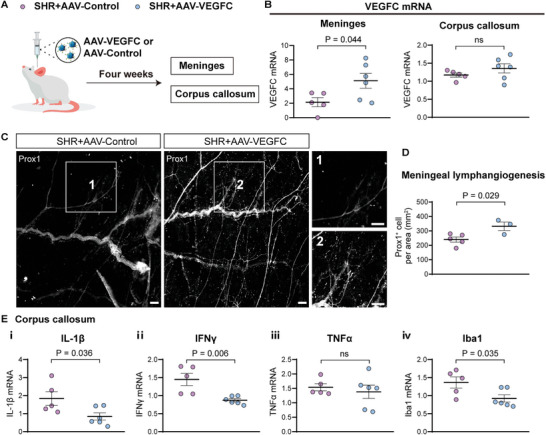
VEGF‐C promotes meningeal lymphangiogenesis and ameliorates neuroinflammation in SHR. A,B) Illustration depicting the administration of A) AAV2/9 and B) subsequent VEGFC mRNA expression in the meninges and corpus callosum (CC). AAV2/9‐VEGF‐C or AAV2/9‐Control was injected into the cisterna magna at a dose of 10^13^ genome copies. Four weeks after injection, samples were collected for mRNA examination. SHR+AAV‐VEGFC: *n* = 6, SHR+AAV‐Control: *n* = 5. C,D) Meningeal lymphangiogenesis after VEGF‐C delivery via AAV in SHR. C) White dots represent Prox1 (a marker of lymphatic endothelial cells). D) The count of Prox1^+^ cells within the region delineated by the middle meningeal artery, superior sagittal sinus, and confluence of sinus served as a measure of meningeal lymphangiogenesis. Scale bars indicate 250 µm for both low magnification and the enhance magnification of areas 1 and 2. SHR+AAV‐VEGFC: *n* = 3, SHR+AAV‐Control: *n* = 5. E) mRNA levels of proinflammatory genes in the CC are detailed. SHR+AAV‐VEGFC: *n* = 6, SHR+AAV‐Control: *n* = 5. All error bars represent mean ± s.e.m. *P* values were calculated by two‐tailed unpaired Student's t‐test or Welch's t‐test.

### 2.5 Decreased Drainage of mLVs Worsened Neuroinflammation and Aggravated White Matter Demyelination

To investigate the role of mLVs drainage in white matter demyelination, we employed a VEGF‐C/D trap strategy to inhibit the growth of mLVs. Previous studies have demonstrated that a fusion protein consisting of the first four Ig‐homology domains of vascular endothelial growth factor receptor 3 (VEGFR3) and the IgG Fc domain, known as VEGFR3_1‐4_‐Ig, effectively binds to VEGF‐C and VEGF‐D, inhibiting VEGF‐C‐induced VEGFR3 phosphorylation and leading to the regression of mLVs in adult mice.^[^ ^23^, ^25^ ^]^ In this experiment, AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig or AAV2/9‐CMV‐Flag (as control) was i.c.m. injected into WKY and SHR. In WKY, although some rudimentary mLVs were still occasionally detected around the dural sinuses even 4–6 weeks after AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig virus injection, there was a significant regression compared to the control group (Figure 5A,D,E). Consistent with these morphological changes, the clearance of the CSF tracer in six predefined brain regions was significantly reduced (Figure 3C). Moreover, there was no significant difference in glymphatic clearance function between the AAV2/9‐control treated WKY and WKY groups (Figure S1, Supporting Information). Similarly, DCE‐MRI of dCLNs was performed in WKY treated with AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig and controls (Figure 4C‐i). Our findings demonstrated a significant increase in PC values after 240 min of gadodiamide administration (Figure 4C‐ii), and the average TTP values of dCLNs were significantly elevated in AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated WKY compared to the control (Figure 4C‐iii). In addition, at the 30 min and 60 min marks postadministration, there was no discernible difference in the PC values between the AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated WKY and the control (*p* > 0.999, *p* = 0.827). The activation of microglia and the demyelination in CC were significantly increased in the AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig group compared to the control group (Figure 5B,F,C,H,I). However, we did not observe the aforementioned changes in the AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated SHR compared to the control group (Figure S2, Supporting Information), probably due to their inherent poor lymphangiogenesis state. Taken together, these results strongly indicate that trapping VEGF‐C‐VEGFR3 signaling in the brain promotes brain inflammation and exacerbates white matter damage by inducing regression of mLVS.

### 2.6 Identification of Genes and Pathways in Corpus Callosum Restored by VEGF‐C‐Induced Meningeal Lymphangiogenesis

RNA‐seq analysis identified a total of 648 significant differentially expressed genes (DEGs) with 204 downregulated and 444 upregulated genes (|log_2_FoldChange (FC)| > 1, Adjust *p* < 0.05) in the comparison between SHR and WKY group (**Figure** **7**A). Similarly, the volcano plot demonstrated a total of 459 DEGs with 227 downregulated and 232 upregulated in AAV2/9‐CMV‐rVEGF‐C treated SHR versus AAV2/9‐CMV‐mNeonGreen (as control) treated SHR group (Figure 7B). 

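The RNA-seq of the corpus callosum (CC), the main white matter tract between the hemispheres, covered 4 groups of female rats with 3 libraries each. WKY is the normotensive strain and SHR the hypertensive strain bred from it. SHR+AAV-VEGFC received an adeno-associated virus vector carrying rat VEGF-C, and SHR+AAV-Control received the vector carrying the fluorescent protein mNeonGreen. The libraries were oligo(dT)-selected and strand-marked with dUTP, and the authors aligned the paired-end reads with HISAT2. The deposited table gives, for 23330 genes, a count and an FPKM value per library as the authors computed them. The counting tool, annotation and genome build were not stated. Total counts per library had a median of 50187595 in WKY, 53165856 in SHR, 58323870 in SHR+AAV-Control and 46812031 in SHR+AAV-VEGFC, and ran from 40397119 to 60007759. A count of 3, taken as the detection floor, was 5e-06 to 7.43e-06% of a library.

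Mitochondrially encoded transcripts made up 20.1 ± 1.79% of the counts in WKY (mean ± SD, n = 3 libraries in every group), 12.5 ± 4.46% in SHR, 7.83 ± 0.771% in SHR+AAV-Control and 13.8 ± 2.11% in SHR+AAV-VEGFC. The 10 most abundant genes took between 9.595% and 23.05% of a library. Replicates of a group correlated at r = 0.969 to 0.987 across genes on log2 values, and each pair differed by more than counting error (chi-square per degree of freedom 39.5 to 228). The first principal component held 34.1% of the variance and the second 14.1%. On the first, SHR replicate 2 lay at -11.5 and SHR replicates 1 and 3 at 25.8 and 27.6. Genes with a mean FPKM of at least 0.5 over the 12 libraries were tested (15517 genes) on the counts, scaled by TMM, with edgeR's quasi-likelihood F-test.

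SHR and WKY differed in 208 DEGs at |log2FC| > 1 and adjusted p < 0.05 (edgeR, Benjamini-Hochberg adjustment), 91 higher and 117 lower in SHR. Without the fold change criterion 387 genes passed, and with unadjusted p-values 700 genes passed, 347 higher and 353 lower. SHR and WKY libraries of the same replicate number deviated together from their group means (mean r across genes 0.221). The mean of -0.109 for different numbers largely follows from centring each group and is no separate evidence. With 3 libraries per group, whether equal numbers are pairs could not be tested. With the replicate number as a block, edgeR gave 516 DEGs, 238 higher and 278 lower, which held 207 of the 208. Leaving out SHR replicate 2 raised the count to 779 DEGs, with 206 of the 208 among them. Leaving out any other library lowered it, to between 46 and 108 DEGs, with 46 to 92 of the 208 among them. The split between higher and lower depended on the scaling. It was 167 to 79 with library size in place of TMM, 115 to 56 with limma on log2(FPKM + 1), 170 to 70 on log2(FPKM + 0.1), and 278 to 59 on log2(TPM + 1). The lower DEGs stayed the majority with limma after median-ratio scaling (54 to 81), after quantile normalization (53 to 81) and on TPM without mitochondrial and ribosomal protein genes (83 to 88), and with edgeR after median-ratio scaling of counts (90 of 209 higher). Fold changes taken as the ratio of group mean FPKM split 122 to 89. The median log2FC of all tested genes was 0.01 with TMM, 0.18 without it, 0.17 on FPKM and 0.30 on TPM.

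The largest rises and falls are given for DEGs whose 3 values in SHR lay outside the range of the 3 in WKY, a separation that chance alone gives for 10% of genes, with adjusted p from edgeR. Genes with clone and locus names were left out. Ifit1 (ENSRNOG00000019050, chromosome 1, 252944103 to 252946170 in the coordinates of the deposited table) had no counts in WKY and an FPKM of 3.66 ± 0.878 in SHR, at least 144-fold higher (edgeR adjusted p = 0.000987). Cbr1 (ENSRNOG00000047848, chromosome 11, 33812989 to 33815418) rose from an FPKM of 0.0113 ± 0.0151 to 7.14 ± 0.989, a log2FC of 8.64 (SE 0.54, edgeR adjusted p = 0.000469). Its paralog Cbr3 (ENSRNOG00000001701, chromosome 11, 33909439 to 33917674) rose from 0.0183 ± 0.0316 to 3.92 ± 0.792. Spatc1l was at least 17.5-fold higher (edgeR adjusted p = 0.0156) and U4, a member of a multicopy family of small nuclear RNA genes whose counts are therefore uncertain, at least 4.66-fold higher (edgeR adjusted p = 0.0491). Defb17 (ENSRNOG00000039640, chromosome 9, 24506246 to 24509761) had an FPKM of 10.3 ± 1.12 in WKY and no counts in SHR, at least 57.2-fold lower (edgeR adjusted p = 0.00212). The log2FC was -6.48 for Cga (SE 1.24), -3.75 for Acsm3 (SE 0.45) and -3.13 for Pld5 (SE 0.22, edgeR adjusted p = 0.000748). In the 6 fits that each left out 1 library, Ifit1, Cbr1, Cbr3, Defb17 and Pld5 kept an adjusted p < 0.05 throughout, and Spatc1l, U4, Cga and Acsm3 did not.

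**Figure D1:**
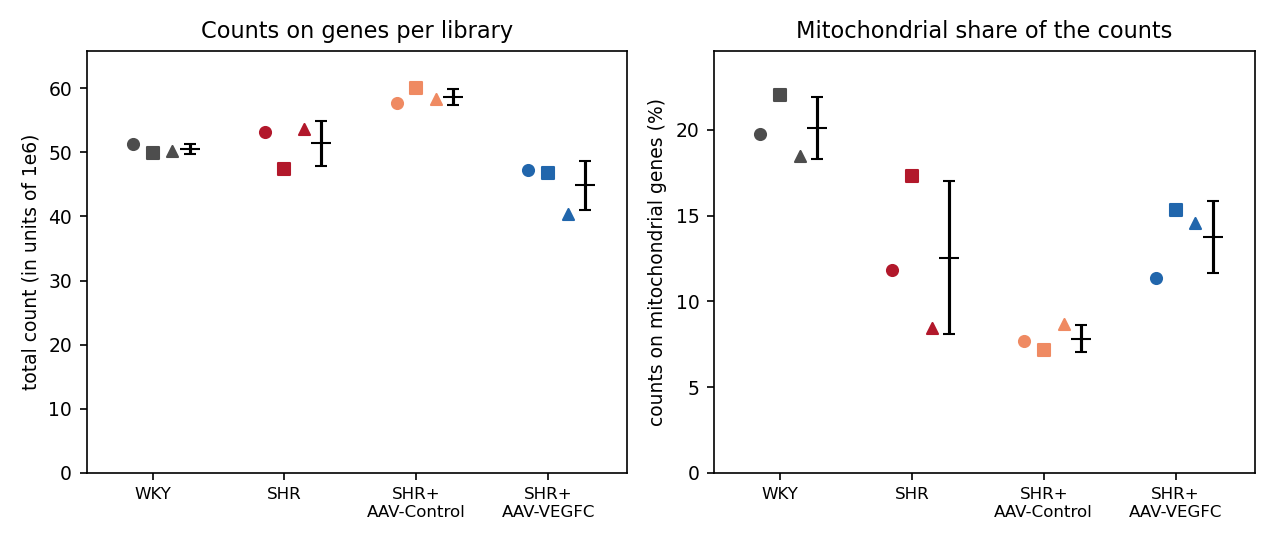
Total count of reads on genes (left, the axis in units of 1e+06) and mitochondrially encoded transcripts as a percentage of the count (right) for each of the 12 libraries, by group. Circles, squares and triangles are replicates 1, 2 and 3, and black bars are mean ± SD (n = 3). SHR+AAV-Control had the largest totals and the lowest mitochondrial share, 7.83%.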

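Transcripts of Vegfc itself (ENSRNOG00000011416) had an FPKM of 0.554, 0.498 and 0.239 in the 3 libraries of SHR+AAV-VEGFC and of 0.860, 0.940 and 0.577 in those of SHR+AAV-Control, a log2FC of -0.68 (SE 0.38, edgeR adjusted p = 0.314). The rise of VEGF-C mRNA that the paper reports was measured by qPCR in the meninges, which these libraries do not cover. The comparison of SHR+AAV-VEGFC with SHR+AAV-Control gave 258 DEGs at the same criteria, 181 higher and 77 lower. Without the fold change criterion 729 genes passed, and 580 passed with unadjusted p-values, 418 higher and 162 lower. The 6 fits with 1 library left out gave 79 to 460 DEGs, the most without SHR+AAV-VEGFC replicate 3, where 238 of the 258 remained. The split again depended on the scaling: 161 higher and 107 lower without TMM, 134 and 121 as ratios of group mean FPKM, 101 and 128 with limma on log2(FPKM + 1), 148 and 218 with 0.1 added, and 122 and 261 on log2(TPM + 1). The higher DEGs stayed the majority with limma after median-ratio scaling (151 and 56), after quantile normalization (140 and 62) and on TPM without mitochondrial and ribosomal protein genes (185 and 81), and with edgeR after median-ratio scaling of counts (182 and 77). The median log2FC of all tested genes was -0.14 on FPKM and -0.22 on TPM.

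Genes with clone and locus names, some of which changed more, were left out of this ranking. Among the other DEGs whose values did not overlap between the 2 groups (by chance 10% of genes), the largest rise was that of Ccl3. Its log2FC was 4.21 (SE 0.93, edgeR adjusted p = 0.0476), with 0 to 4 counts per library in SHR+AAV-Control and 10 to 30 in SHR+AAV-VEGFC. Cebpb (ENSRNOG00000057347, chromosome 3, 164424515 to 164425910) rose from an FPKM of 0.387 ± 0.260 to 5.02 ± 1.59 (mean ± SD), a log2FC of 3.86 (SE 0.50, edgeR adjusted p = 0.0091). Rps27 (ENSRNOG00000016961, chromosome 2, 189572176 to 189573280) rose from 65.6 ± 8.28 to 266 ± 13.9, a log2FC of 2.20 (SE 0.13, edgeR adjusted p = 0.000907), and stood at 283 ± 39.7 in WKY and 240 ± 59.0 in SHR. Rpl36a and Slc5a7 had log2FC of 2.43 (SE 0.36) and 2.35 (SE 0.52). Among the same DEGs the largest fall was in a gene labelled Rack1 on chromosome 12 (ENSRNOG00000049070, 35905358 to 35906382), from 6.40 ± 0.468 to 0.573 ± 0.271, a log2FC of -3.26 (SE 0.36, edgeR adjusted p = 0.0057). P4ha3, Tmem74, Kcns3 and Glra2 followed at -1.71 (SE 0.25), -1.66 (SE 0.33), -1.61 (SE 0.26) and -1.61 (SE 0.36). Ribosomal protein genes and Rack1 have many near-identical copies in the genome, so the division of reads among copies is uncertain. Rps27 and Rack1 kept an edgeR adjusted p < 0.05 whichever library was left out, and the others lost it in at least 1 of the fits.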

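Sprn, Napb, Slc8a2 and Kcnip3 were the 4 genes that met both criteria in both comparisons. Sprn (chromosome 1, 212622094 to 212622537), Napb (ENSRNOG00000004753, chromosome 3, 143020454 to 143063983) and Slc8a2 (ENSRNOG00000001492, chromosome 1, 78025995 to 78060111) were higher in SHR and lower with VEGF-C, and Kcnip3 (ENSRNOG00000014152, chromosome 3, 120023917 to 120087136) was lower in both. For SHR against WKY the log2FC was 1.57 for Sprn (SE 0.29, edgeR adjusted p = 0.0398), 1.39 for Napb (SE 0.28, edgeR adjusted p = 0.0482), 1.42 for Slc8a2 (SE 0.25, edgeR adjusted p = 0.0356) and -1.27 for Kcnip3 (SE 0.16, edgeR adjusted p = 0.011). For VEGF-C against control vector it was -1.35 (SE 0.24), -1.16 (SE 0.16), -1.12 (SE 0.21) and -1.0 (SE 0.21). Random gene lists of the same sizes shared 3.44 genes on average (one-sided permutation p = 0.446 from 10000 random draws), and lists matched for expression shared 3.24 (permutation p = 0.404). Unadjusted p-values moved the count most, to 80 shared genes, 64 of them changed in opposite directions (38 higher in SHR and lower with VEGF-C, 26 the reverse). Random lists of those sizes shared 26.2 genes and expression-matched lists 36.4 (permutation p = 1e-04 for each, the smallest that 10000 draws can give). Such draws treat genes as independent, so these p-values do not measure the variation between animals. Several of the 38 were entries with adjacent clone names, which may not be independent of each other. With the replicate number as a block in both comparisons, 5 genes were shared, all 5 in opposite directions. Of the 4 genes above only Napb was among them. With VEGF-C the edgeR adjusted p with the block was 0.0694 for Sprn and Slc8a2 and 0.0999 for Kcnip3. Without the block, Sprn, Napb and Slc8a2 lost an adjusted p < 0.05 in 5 of the 6 fits with 1 library left out for SHR against WKY. Kcnip3 lost it in 2. With VEGF-C, Sprn lost it in 5, Napb in 2, and Slc8a2 and Kcnip3 in 4. Across all tested genes the log2FC of the 2 comparisons correlated at r = -0.233 (rho = -0.339).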

A Venn diagram showed an overlap of 56 genes (Figure 7C) and their gene expression profiles are presented in Figure 7D. Gene set enrichment analysis (GSEA) revealed that VEGF‐C treatment could activate the plasma lipoprotein remodeling pathway and suppress MAPK1/MAPK3, RAF/MAP kinase cascade, glutamate binding, neurotransmitter receptors and postsynaptic signal transmission, activation of AMPA receptors and synaptic plasticity, transmission across chemical synapses, protein interactions at synapses, platelet calcium homeostasis, and cell adhesion molecule pathways (Figure 7E–G). It is noteworthy that all the above suppressed pathways were activated in the SHR group compared to the WKY. 

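GSEA was recomputed on the FPKM values of the tested genes, ranked by signal-to-noise, with 1000 random gene sets of the same size as the null. It used 10 gene sets written out by hand, of which 7 for pathways named in the paper are given below, with q adjusted by Benjamini-Hochberg over the 10. It also used 790 Reactome sets from the annotation in the deposited table, with the FDR computed over the 790, of which 8 that the paper names are given below. Gene-set permutation treats genes as independent, so these p-values describe the ranking and not the variation between animals.

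Synaptic sets fell with VEGF-C. Transmission across chemical synapses had an NES of -2.05 in the hand-written set of 161 genes (nominal permutation p = 0.00105, GSEA q = 0.00316) and of -1.98 in the Reactome set of 164 genes (GSEA FDR = 0.00544). Leaving out SHR+AAV-VEGFC replicate 2 moved the Reactome set most, to -1.72 (GSEA FDR = 0.0843). Neurotransmitter receptors stood at -2.06 and -2.00 (GSEA FDR = 0.0109), glutamate binding and AMPA receptors at -1.82 and -1.80 (GSEA FDR = 0.0318), and protein interactions at synapses at -1.90 and -1.78 (GSEA FDR = 0.0310). Platelet calcium homeostasis was at -1.42 (GSEA q = 0.113) and -1.67 (GSEA FDR = 0.0849), and the cellular response to starvation at -1.32 (GSEA FDR = 0.431). The Reactome CaM (calmodulin) pathway had an NES of -1.54 (GSEA FDR = 0.180), and the hand-written set of 74 cell adhesion molecules an NES of -0.940 (GSEA q = 0.590), although 47 of the 74 had a positive log2FC on TMM-scaled counts (median 0.14) and camera (limma) placed the set upward (adjusted p = 0.355). Plasma lipoprotein remodeling was at 1.25 (GSEA q = 0.251) by hand and 1.00 (GSEA FDR = 0.671) in Reactome, and camera (limma) placed both upward (adjusted p = 0.0494 and 0.114). At the paper's threshold of 0.25, 5 of the 7 hand-written sets and 6 of the 8 Reactome sets passed. Of all 790 Reactome sets, 164 had a positive NES, 61 sets passed as higher and 71 as lower. In either direction 132 passed, and other splits of the same libraries gave 0 to 360, so the number of passing sets does not set the real grouping apart.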

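In SHR against WKY, transmission across chemical synapses had an NES of 1.72 by hand (nominal permutation p = 0.00101, GSEA q = 0.00391) and 1.60 in Reactome (GSEA FDR = 0.161), or 1.69 with the replicate number as a block (GSEA FDR = 0.0269). Leaving out SHR replicate 1 moved the Reactome set most, to 1.35 (GSEA FDR = 0.443). Of its 164 genes 107 were higher in SHR (median log2FC 0.19), 4 with an edgeR adjusted p < 0.05, and 56 were higher with VEGF-C (median -0.18), 17 with an edgeR adjusted p < 0.05. In Reactome the NES was 1.69 for neurotransmitter receptors (GSEA FDR = 0.225), 1.53 for glutamate binding and AMPA receptors (GSEA FDR = 0.147), and 1.38 for protein interactions at synapses (GSEA FDR = 0.211).

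The remaining named Reactome sets stood at 1.78 for platelet calcium homeostasis (GSEA FDR = 0.199), 1.60 for the response to starvation (GSEA FDR = 0.153), 1.56 for the CaM pathway (GSEA FDR = 0.147) and -1.21 for plasma lipoprotein remodeling (GSEA FDR = 0.390, with a camera adjusted p of 0.0445, downward, from limma). The hand-written cell adhesion molecule set was lower in SHR, with an NES of -1.26 (GSEA q = 0.103), while those for glutamate binding and for platelet calcium homeostasis were higher, at 1.85 and 1.51. At 0.25, 7 of the 7 hand-written sets and 7 of the 8 Reactome sets passed, and with the block 6 and 8. The 7 of these Reactome sets with a negative NES after VEGF-C all had a positive NES here. A positive NES was also the majority among all 790 Reactome sets, 675 of them, of which 216 passed as higher and 31 passed as lower. In either direction 247 passed, and other splits of the same libraries gave 51 to 431. Between SHR+AAV-VEGFC and WKY directly, the Reactome set for transmission across chemical synapses had an NES of 0.952 (GSEA FDR = 0.796), neurotransmitter receptors 1.16 (GSEA FDR = 0.458), the response to starvation 1.56 (GSEA FDR = 0.140) and platelet calcium homeostasis 1.48 (GSEA FDR = 0.153).

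**Figure D2:**
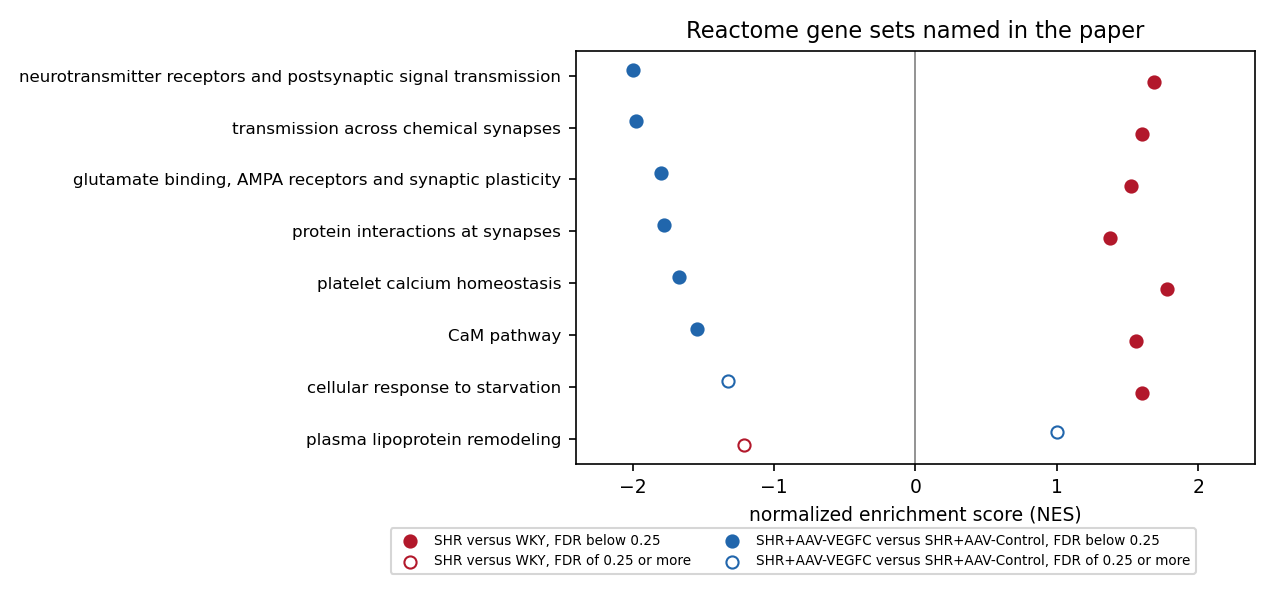
Normalized enrichment score (NES) of 8 Reactome sets the paper names, for SHR against WKY (red) and SHR+AAV-VEGFC against SHR+AAV-Control (blue). Each point is 1 set in 1 comparison, filled where the FDR was under 0.25 and open where it was not. There are no error bars. Transmission across chemical synapses lay at 1.60 and -1.98, both filled.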

Decreased MAPK1/MAPK3 pathway may also be related to decreased microglia activation and subsequent neuroinflammation by VEGF‐C treatment. 

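Microglia were followed through the mean log2 expression of marker genes, each centred over the 12 libraries. The score of 12 microglia markers differed by -0.35 between SHR and WKY (two-sided exact permutation p = 0.3, n = 3 per group, where the smallest possible p is 0.10) and by 0.29 between VEGF-C and control vector (exact permutation p = 0.2). For 11 genes of activated microglia the differences were -0.71 (exact permutation p = 0.3) and -0.34 (exact permutation p = 0.7). Taken between SHR and WKY libraries of the same number, the differences were -0.45, -0.43 and -0.18 for microglia and -0.95, -0.35 and -0.84 for activated microglia (exact permutation p = 0.25 for each by flipping signs, the smallest that 3 differences can give). By gene, 3 of the 11 were higher in SHR (median log2FC -0.45), and 7 were higher with VEGF-C (median 0.18), 1 of them a DEG. Aif1, which encodes Iba1, had a log2FC of -0.12 in SHR (edgeR adjusted p = 0.750) and 0.48 with VEGF-C (edgeR adjusted p = 0.208). The paper relates the VEGF-C results to decreased activation of microglia. Its evidence for that decrease is Iba1 staining of the corpus callosum and qPCR of proinflammatory genes and Iba1 there. RNA scores from 3 libraries per group are another measure than staining and do not test it.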

Figure S4 (Supporting Information) represents the Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of significant DEGs in the SHR versus WKY and AAV2/9‐CMV‐rVEGF‐C treated SHR versus control group.

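KEGG enrichment was computed with a hypergeometric test on terms of 10 to 500 genes, with the 5515 tested genes that carry a KEGG annotation as background and Benjamini-Hochberg adjustment over 303 terms. Among the 102 annotated DEGs of VEGF-C against control vector, 8 terms had an adjusted p < 0.05. The lowest were Ribosome (34 DEGs of 164 genes, hypergeometric adjusted p = 2.79e-25), oxidative phosphorylation (16 of 127, hypergeometric adjusted p = 1.31e-07) and Parkinson disease (16 of 141, hypergeometric adjusted p = 4.17e-07). The test counts every entry as an independent gene. Ribosomal protein genes have near-identical copies and move together, so the p-values for Ribosome may overstate the enrichment. The lower DEGs alone gave neuroactive ligand-receptor interaction (6 of 189, hypergeometric adjusted p = 0.00597) and taste transduction (hypergeometric adjusted p = 0.0376). The 80 annotated DEGs of SHR against WKY gave a lowest hypergeometric adjusted p of 0.0831, shared by 7 terms, among them cAMP signaling (9 of 174) and autoimmune thyroid disease (4 of 30). Their higher DEGs alone gave 4 terms under 0.05, led by arachidonic acid metabolism (4 of 36, hypergeometric adjusted p = 0.0166). The DEGs of the fit with the replicate number as a block, tested after these values were seen, gave 16 terms for SHR against WKY (223 annotated DEGs), led by autoimmune thyroid disease (14 of 30, hypergeometric adjusted p = 5.18e-10) and allograft rejection (12 of 28, hypergeometric adjusted p = 2.47e-08), and 9 terms with VEGF-C, again led by Ribosome (26 of 164, hypergeometric adjusted p = 6.94e-22).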

**Figure 7:**
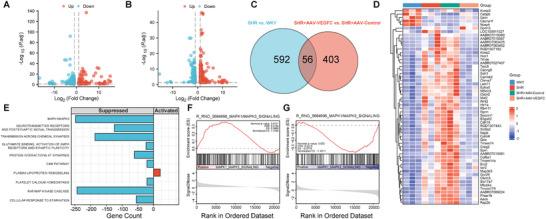
The effect of vascular endothelial growth factor C (VEGF‐C) overexpression on the gene expression profile and functional changes in the corpus callosum. RNA‐seq analysis. *n* = 3 per group. A) Volcano plot displaying a total of 648 significant differentially expressed genes (DEGs) with 204 downregulated genes (blue dots) and 444 upregulated genes (red dots) in the spontaneously hypertensive rats (SHR) versus Wistar‐Kyoto rats (WKY) group. Significant DEGs were considered at a threshold with an absolute value of log_2_ fold change (log2 FC) greater than 1 and an adjust *p*‐value less than 0.05. B) Volcano plot illustrating a total of 459 DEGs with 227 downregulated genes (blue dots) and 232 upregulated genes (red dots) in the AAV2/9‐CMV‐rVEGF‐C treated SHR (SHR+AAV‐VEGFC) versus AAV2/9‐control treated SHR (SHR+AAV‐Control) group. C) Venn diagram revealing intersected genes. D) Heatmap showing DEGs among the groups to identify genes that were altered in SHR but recovered to the levels of the WKY group by VEGF‐C overexpression. E) Gene set enrichment analysis (GSEA) conducted to examine functional changes caused by VEGF‐C overexpression. F) GSEA plot showing the MAPK1/MAPK3 signaling pathway was activated in SHR compared to WKY. NES = 1.319, NOM *p*‐val = 0.012, FDR *q*‐val = 0.215. G) GSEA plot demonstrating the MAPK1/MAPK3 signaling pathway was suppressed after AAV2/9‐CMV‐rVEGF‐C treatment in SHR. NES = ‐1.434, NOM *p*‐val = 0.001, FDR *q*‐val = 0.21.

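Of the DEGs of SHR against WKY, 170 were also DEGs in the same direction in SHR+AAV-Control against WKY, 69 in SHR+AAV-VEGFC against WKY, and 63 in both. For 173 of them every library of the 3 SHR groups lay beyond the WKY range on the same side. All 208 already did so for untreated SHR, and the 3 comparisons share the WKY libraries, so these counts are not independent of the selection. VEGF-C libraries lay nearer to untreated SHR than control vector libraries did for 196 of the 258 DEGs of the VEGF-C comparison (76%, against 53.9% of all tested genes), and 85 of these DEGs were also DEGs, in the opposite direction, between SHR+AAV-Control and untreated SHR. Both of these comparisons contain the same SHR+AAV-Control libraries with opposite sign (r = -0.675 across genes), so such counts are expected to be high.

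In WKY, SHR, SHR+AAV-Control and SHR+AAV-VEGFC in turn, the FPKM (mean ± SD, n = 3) of Sprn was 3.76 ± 0.811, 12.8 ± 3.57, 23.8 ± 3.70 and 8.29 ± 2.61. That of Napb was 21.1 ± 6.72, 64.1 ± 22.2, 99.9 ± 6.36 and 39.6 ± 9.24, and that of Slc8a2 was 12.5 ± 3.19, 38.7 ± 12.3, 63.2 ± 8.81 and 25.7 ± 7.38. Kcnip3 ran 36.3 ± 6.16, 17.3 ± 2.79, 30.1 ± 4.53 and 13.2 ± 3.50. SHR+AAV-VEGFC against WKY gave a log2FC of 0.95 for Sprn (SE 0.29, edgeR adjusted p = 0.185), 0.72 for Napb (SE 0.25, edgeR adjusted p = 0.220), 0.86 for Slc8a2 (SE 0.24, edgeR adjusted p = 0.160) and -1.63 for Kcnip3 (SE 0.21, edgeR adjusted p = 0.018). SHR+AAV-Control against WKY gave 2.29, 1.87, 1.97 and -0.64. Between SHR+AAV-VEGFC and untreated SHR all 4 genes had an edgeR adjusted p of 0.904.

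**Figure D3:**
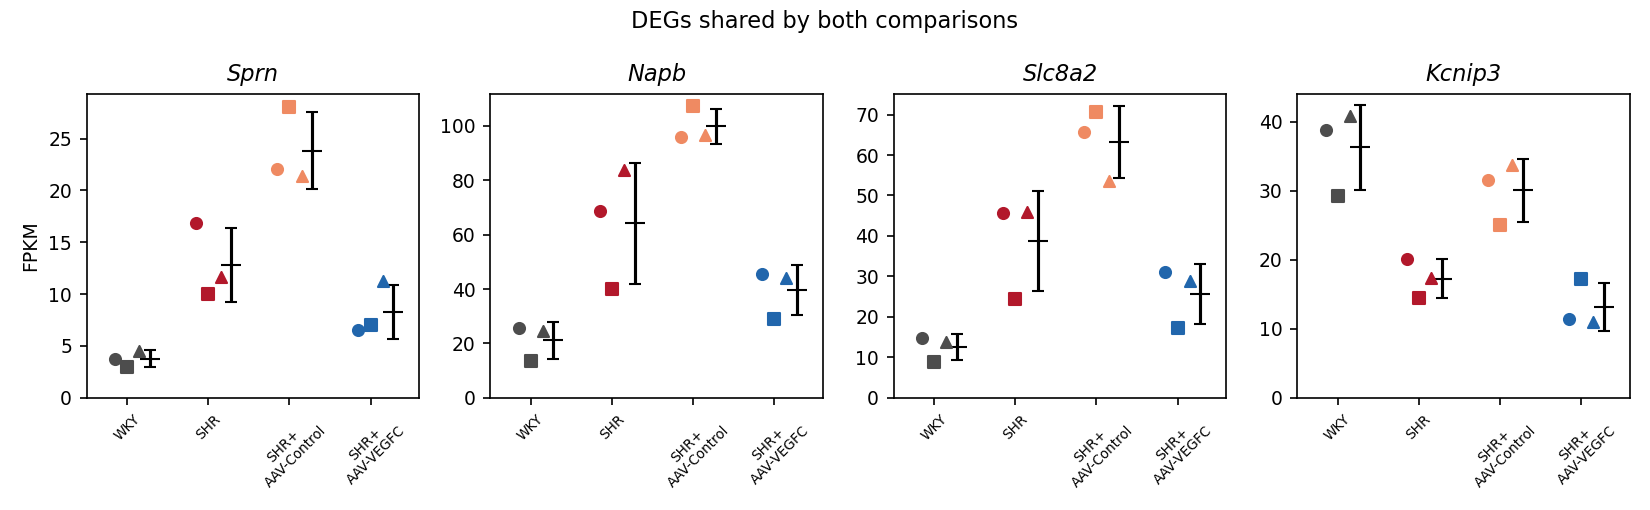
FPKM of Sprn, Napb, Slc8a2 and Kcnip3 in the 4 groups. Each marker is 1 library (circle, square and triangle for replicates 1, 2 and 3), and black bars are mean ± SD (n = 3). Sprn, Napb and Slc8a2 were highest in SHR+AAV-Control, where Sprn reached 23.8.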

## 3 Discussion

Although increasing evidence speculated about the potential role of mLVs and the glymphatic pathway in WMH,^[^ ^13^, ^26^ ^]^ substantial evidence from human beings is lacking. This novel research utilizing Glymphatic MRI in human directly visualized the delayed clearance of CSF tracers in patients with a high burden of WMH, and further revealed a clear association between the volume of WMH and the drainage function of the mLVs and glymphatic pathway. Furthermore, the causal relationship was confirmed in a longitudinal cohort of individuals with CSVD, demonstrating the predictive ability of glymphatic function in the growth of WMH based on the widely used noninvasive DTI‐ALPS index.

The clinical findings discussed above were substantiated by animal studies. Both SHR and AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig‐treated (blocked the grow of mLVs) WKY rats exhibited significantly impaired lymphangiogenesis and glymphatic dysfunction when compared to WKY rats. This impairment was accompanied by corresponding demyelination in white matter. In SHR, compromised glymphatic pathway function was observed at both early and advanced stages of hypertension, as revealed by DCE‐MRI.^[^ ^14^ ^]^ Additionally, SHR displayed visibly enlarged perivascular spaces, which is another characteristic feature of CSVD.^[^ ^27^ ^]^ Prior hypotheses proposed that arterial wall stiffening resulting from hypertension could impact vessel wall pulsatility, thereby reducing the efficiency of peri‐arterial pumping, which is a key driver of CSF transport.^[^ ^17^, ^28^ ^]^ Differently, our study unveiled a novel mechanism underlying glymphatic dysfunction in SHR, namely, impairment of mLVs, which represents a downstream component of glymphatic pathway. The impaired mLVs can disrupt CSF glymphatic outflow, as observed in various animal models.^[^ ^24^, ^29^ ^]^ Recently, an intriguing study demonstrated that increased blood pressure in SHR can induce lymphatic endothelial dysfunction in thoracic ducts through elevated oxidative stress mediated by the p38 MAPK/NADPH oxidase pathways.^[^ ^30^ ^]^ In our study, we also observed increased oxidative stress in both SHR and AAV2/9‐CMV‐rVEGFR3_1‐4_‐Ig treated WKY, along with alterations in several inflammation signal pathways in CC, as well as microglia activation. These findings suggest that similar changes may occur in meningeal LECs in response to hypertension. Taken together, these results indicate that impaired drainage of mLVs may serve as a trigger for glymphatic dysfunction and white matter lesions in SHR.

Several previous studies have provided evidence that VEGF‐C could be therapeutic target in brain disease and inflammation disease. Developing a nano‐plumber that coencapsulates the microenvironment regulator pro‐DHA and the lymphatic‐specific growth factor VEGF‐C, Chen et al significantly improves the neurological function of rodents with traumatic brain injury through enhanced glymphatic‐lymphatic drainage, suppressed microglia and astrocytes activation.^[^ ^31^ ^]^ Overexpression of VEGF‐C improves clearance of senescent astrocytes and mitigates neuroinflammation.^[^ ^32^ ^]^ Notably, VEGF‐C also shines a light on brain tumors. Using a mouse model of glioblastoma, Song et al. report that VEGF‐C can improve the efficacy of immune checkpoint blockade by enhancing the priming of anti‐tumor CD8^+^ T cell responses in the draining dCLNs, thus promoting immune surveillance and eradication of tumors.^[^ ^33^ ^]^ Similarly, VEGF‐C overexpression improved the efficacy of radiotherapy in the treatment of brain tumors.^[^ ^34^ ^]^ Together, previous studies have laid the foundation for a new therapeutic strategy to alleviate neuroinflammation and enhance immunosurveillance by VEGF‐C stimulation.

Our study represents the first investigation to underscore the significance of enhanced mLVs and glymphatic pathway in preventing WMH growth, as treatment with AAV2/9‐CMV‐rVEGF‐C was shown to increase meningeal lymphangiogenesis and enhance glymphatic pathway drainage, thereby resulting in reduced brain neuroinflammation and white matter demyelination in animal model of WMH. Neuroinflammation is increasingly recognized as a critical pathology underlying WMH, with supporting evidence stemming from both clinical and preclinical studies.^[^ ^15^, ^35^ ^]^ Notably, our findings provide additional evidence of microglia‐involved neuroinflammation regulated by mLVs in SHR. Indeed, preclinical studies utilizing animal models of WMH have observed enhanced microglial activation, increased oligodendrocyte density, and infiltration of T cells and neutrophils.^[^ ^36^, ^37^ ^]^ Several studies have focused on modulating microglia to alleviate white matter injuries. Yu et al. reported that metformin, rapamycin, and nicotinamide mononucleotide could attenuate white matter lesions by modifying microglial polarization and inhibiting phagocytosis.^[^ ^38^ ^]^ Tan et al. also found that quercetin alleviated demyelination by regulating microglial phenotype transformation in mice with vascular dementia.^[^ ^39^ ^]^ Guo et al. demonstrated that exposure to an enriched environment could promote white matter recovery after stroke by substantially decreasing the level of pro‐inflammatory cytokines induced by microglia activation.^[^ ^40^ ^]^ The association between meningeal lymphangiogenesis and decreased microglia‐mediated neuroinflammation may expand the therapeutic target for WMH and even other neurodegenerative disorders.

Furthermore, to investigate how increased drainage of mLVs ameliorate microglia‐related neuroinflammation, RNA‐seq analysis was conducted, focusing on the CC, in AAV2/9‐CMV‐rVEGF‐C treatment SHR compared to SHR control group. The CC was selected as the primary ROI due to its prominent demyelination and microglial activation in SHR.^[^ ^22^ ^]^ Signal pathways were identified and among them, a significant activation of MAPK1/MAPK3 pathway was observed in SHR, but then reversed by AAV2/9‐CMV‐rVEGF‐C treatment to a level similar to that of control rats. The MAPK1/MAPK3, also known as extracellular signal regulated kinases (ERKs) 2 and 1, are phosphorylated by the MAP2Ks 1 and 2 in response to various extracellular stimuli, promoting cell survival, metabolism, and transcription, among other functions. MAPK1/MAPK3 kinases play a crucial role in inhibiting autophagy by negatively regulating the transcription factor EB. In the context of microglia activation during neuroinflammation, suppression of autophagy is essential to downregulate phagocytic degradation. Moreover, in ERK2‐deficient mice, subsequent inflammatory glial responses in CC were significantly attenuated, characterized by a reduction in microglia accumulation and reactive astrocytes.^[^ ^41^ ^]^ These findings suggest the involvement of MAPK1/MAPK3 pathway in microglia activation. Based on these results, it can be hypothesized that the impaired mLVs in SHR, along with blocked immune cells clearance, may activate the MAPK1/MAPK3 pathway in the brain, subsequently exacerbating microglia‐related neuroinflammation. Modulating the MAPK1/MAPK3 pathway may be a potential therapeutic approach for mitigating inflammatory processes in WMH.

Our results have several clinical implications. Firstly, our clinical findings, demonstrating that glymphatic dysfunction predicts the growth of WMH, provide a promising quantitative imaging biomarker for early‐stage differentiation of high‐risk WMH. The noninvasive, convenient, and cost‐effective nature of the ALPS index may facilitate its acceptance by patients. Secondly, our animal experiments suggest that meningeal lymphangiogenesis is involved in the pathogenesis of neuroinflammation associated with microglia activation, potentially through the MAPK1/MAPK3 pathway. These findings support the role of mLVs and the glymphatic pathway in maintaining immune balance in the CNS. Thirdly, despite the prevalence and detrimental effects of WMH, prevention strategies primarily focused on passive management of known vascular risk factors, yielding limited efficacy for active intervention. With increasing research efforts dedicated to enhancing the drainage of mLVs and glymphatic pathway,^[^ ^10^, ^24^, ^42^, ^43^ ^]^ as well as the development of medicines such as edaravone dexborneol and ulinastatin that alleviate neuroinflammation via the MAPK1/MAPK3 pathway in cerebral injury,^[^ ^44^, ^45^ ^]^ our findings may open up a reliable new avenue for active prevention strategies.

However, there are some limitations to consider. First, due to the availability of contrast agent at the time of data collection, we used gadodiamide for the intrathecal injection in our cohort. Although its contrast enhancement is slightly inferior to gadobutrol, we were still able to detect differences in signal intensity. However, future studies should take into consideration the potential impact of different contrast agents on quantitative measurements. Second, the positioning of the rats may have varied each time when they underwent MRI scanning, although we ensured that the ROIs were consistently drawn in identical locations based on anatomical landmarks. Thirdly, our analysis employed TICs and TTP values to assess the drainage function from mLVs to dCLNs, a method that aligns with approaches utilized in previous studies.^[^ ^46^ ^]^ However, some research has adopted the technique of injecting tracer dye into the cisterna magna to directly evaluate dCLNs function, where impaired mLV drainage is indicated by slow tracer accumulation in the dCLNs.^[^ ^24^, ^47^ ^]^ Given that dCLNs may exhibit variable drainage capacities across different diseases and individuals, a dynamic and multifaceted metric assessment becomes imperative. Future studies aiming for a direct assessment of mLV drainage should endeavor to provide more comprehensive evidence. Fourthly, it is worth noting that the anesthetic drugs utilized in our study could have influenced the glymphatic system, even though the same drugs were administered across various treatment groups. Lastly, we did not measure biomarkers representing inflammation in human, which is a limitation of our study. Future studies are needed to investigate these biomarkers and their potential implications.

In conclusion, our study provides compelling evidence that impaired drainage of mLVs and the glymphatic pathway is specifically linked to the pathogenesis of WMH. The augmentation of meningeal lymphatic function emerges as a promising therapeutic target for delaying or potentially even preventing the growth of WMH. These findings shed light on the underlying mechanisms of WMH development and offer new avenues for therapeutic interventions in WMH‐related conditions.

## 4 Experimental Section

### Ethics Statement

The study, which involved the administration of intrathecal gadolinium agents and CIRCLE Cohort, received approval from the Ethics Committee of The Second Affiliated Hospital of Zhejiang University School of Medicine (Approval no. Yan‐2018‐111 and Yan‐2017‐019). All clinical investigation was conducted in compliance with the principles expressed in the Declaration of Helsinki. All patients were included after informed consent. All animal procedures were approved by the Animal Ethics Committee of The Second Affiliated Hospital of Zhejiang University School of Medicine (Approval no. AIRB‐2021‐1246).

### Participants Underwent Glymphatic Magnetic Resonance Imaging (MRI)

To directly visualize the glymphatic pathway, patients with indications for lumbar puncture due to the need for diagnose during the clinical practice, were recruited. The selection process adhered to strict exclusion criteria, excluding individuals with known adverse reaction to contrast agents, a history of severe allergic reactions in general, renal dysfunction, and pregnant or breastfeeding females. For the purpose of this study, patients without diseases known to affect white matter hyperintensity (WMH), such as neurodegenerative diseases and encephalitis, were included. All recruited patients underwent MRI before lumbar puncture (at baseline) and at multiple time points including 4.5, 15, and 39 h after intrathecal injection of 1 mL gadodiamide (0.5 mmol mL^−1^) during a study period from April 2018 to June 2022. It is worth noting that patients were ensured to maintain their normal sleep patterns throughout the duration of the study, thus preserving a natural sleep‐wake cycle.

### Participants in CIRCLE Cohort

To noninvasively assess the glymphatic function in patients with WMH, a retrospective review of participants enrolled in the CIRCLE study (ClinicalTrials.gov ID: NCT03542734) from January 2010 to June 2022 was conducted. The CIRCLE study is a single‐center prospective observational study that aims to include adults with and without cerebral small vessel disease (CSVD), who are free of known dementia or stroke. Participants in the study undergo neuropsychological testing and multimodal MR scans. In detail, the inclusion criteria for the CIRCLE study were as follows: 1) age greater than 40; 2) absence of known dementia or stroke (at least six months after the onset in patients with acute lacunar stroke). The exclusion criteria encompassed: 1) any contraindications for MRI; 2) a history of severe head injury resulting in loss of consciousness or prior intracranial surgery; 3) presence of cancer.

### Imaging Protocol in Humans

A 3.0T MRI scanner (GE 750; GE Healthcare, Chicago, IL) was used for imaging in this study. The imaging protocol settings remained consistent across all time points. The following sequences were acquired: sagittal head 3D T1‐weighted (3D‐T1), high‐resolution head 2D T2‐fluid attenuated inversion recovery (2D T2‐FLAIR) imaging, diffusion tensor imaging (DTI), susceptibility weighted imaging (SWI), and neck T1 fat‐suppression imaging. It is important to note that efforts were made to maintain consistent positioning for each patient's scans at 4.5, 15, and 39 h, closely resembling the baseline scan. The specific imaging parameters were as follows: 3D‐T1: repetition time = 7.3 ms, echo time = 3.0 ms, flip angle = 8°, thickness = 1 mm, field of view = 25 × 25 cm^2^, matrix = 250 × 250 pixels. T2‐FLAIR: repetition time = 8,400 ms, echo time = 152 ms, flip angle = 90°, thickness = 3 mm, no slice gap, field of view = 18 × 18 cm^2^, matrix = 320 × 320 pixels. DTI: a single shot, diffusion‐weighted spin echo echo‐planar imaging sequence with a maximum *b*‐value = 1000 s mm^−2^, 30 noncollinear directions, and 1 volume acquired without diffusion weighting (*b*‐value = 0 s mm^−2^). Additional parameters include: repetition time = 4600 ms, echo time = 69.3 ms, slice thickness = 2 mm, slice gap = 1 mm, matrix = 160 × 160 pixels, field of view = 26 × 26 cm^2^. SWI: a three‐dimension multi‐echo gradient‐echo sequence with 8 equally spaced echoes. Parameters include: echo time = 4.5 ms [first echo], inter‐echo spacing = 4.5 ms, repetition time = 58 ms, field of view = 24 × 24 cm^2^, matrix size = 256 × 256 pixels, flip angle = 20°, slice thickness = 2 mm with no slice gap, in‐plane spatial resolution = 0.9375 × 0.9375 mm/pixel. Flow compensation was applied during the acquisition. Neck T1 fat‐suppression imaging: repetition time = 535 ms, echo time = 9.1 ms, thickness = 4 mm, slice gap = 0.5 mm, field of view = 22 × 22 cm^2^, matrix = 130 × 100 pixels.

### Intrathecal Administration of Gadodiamide

The contrast agent was intrathecally injected into either the L3‐4 or L4‐5 lumbar intervertebral space. Prior to the injection, the correct position of the syringe tip in the subarachnoid space was confirmed by observing the backflow of cerebrospinal fluid (CSF) from the puncture needle. The contrast agent used was 1 mL of gadodiamide (Omniscan; GE Healthcare) with a concentration of 0.5 mmol mL^−1^. After the needle was removed, patients were instructed to rotate their bodies around the long axis twice and then maintain a supine position for the following 4 h following the intrathecal injection.

### Evaluation of Imaging in Humans

The regions of interest (ROIs), including grey matter, white matter and CSF, were segmented and manually checked using Statistical Parametric Mapping version 12 software package (SPM12; The Wellcome Centre for Human Neuroimaging, London, UK; https://www.fil.ion.ucl.ac.uk/spm/software/spm12/). The sagittal sinus on head 3D‐T1 images as references was selected, as this region typically does not exhibit significant tracer accumulation after the intrathecal injection of gadodiamide.^[^ ^18^, ^19^ ^]^ For each time point, the mean signal unit was recorded for each ROI and calculated the signal unit ratio between ROIs and sagittal sinus. The glymphatic clearance function of each region was defined as the percentage changes (PC) in the signal unit ratio from baseline to 39 h, with lower PC indicating better glymphatic clearance function.

ROIs were delineated on parasagittal dura (PSD) using RadiAnt (Medixant, Poznan, Poland), a viewer for Digital Imaging and Communications in Medicine. The following steps were undertaken: First, PSD was identified as tissue exhibiting intermediate or high signal intensity. On the baseline coronal T2‐FLAIR images, ROIs were placed within the outer perimeter of PSD. Second, PSD was identified at the same position as the baseline on the 4.5, 15, and 39 h images, as the image positions remained consistent during scanning. Subsequently, for each time point, the signal units for PSD were normalized against the vitreous body of the ocular bulb and recorded as the signal unit ratio. The vitreous body of the ocular bulb served as a reference since there was no significant tracer accumulation in the ocular bulb after the intrathecal injection of gadodiamide.^[^ ^48^ ^]^ The clearance function of the PSD was then defined as the PC in the signal unit ratio from baseline to 39 h, with lower PC indicating better clearance function. ROIs were delineated on deep cervical lymph nodes (dCLNs) using RadiAnt. The clearance function of the dCLNs was defined as the PC in the signal unit ratio from baseline to 39 h, with lower PC indicating better clearance function.

WMH was defined as regions in the white matter exhibiting high signal intensity on T2‐weighted imaging and T2‐FLAIR images, while displaying equal or low signal on 3D‐T1 images (distinct from CSF signal). The segmentation of WMH tissue masks was performed automatically in the native space on T2‐FLAIR images using the lesion segmentation tool toolbox within the Statistical Parametric Mapping version 12 software package (SPM12; The Wellcome Centre for Human Neuroimaging, London, UK; https://www.fil.ion.ucl.ac.uk/spm/software/spm12/). To assess the severity of periventricular and deep WMH, the Fazekas scale, ranging from 0 to 3, was employed. The Fazekas scale provides a rating system to evaluate the extent of WMH involvement in these regions.

To noninvasively evaluate the function of the glymphatic system, the diffusion tensor image analysis was utilized along the perivascular space (DTI‐ALPS) index in participants of the CIRCLE cohort. The methodology for calculating the DTI‐ALPS index has been extensively described in previous studies.^[^ ^13^, ^49^, ^50^ ^]^ This index provides a measure of the clearance function of the glymphatic system by evaluating diffusivity within the perivascular space direction. Specifically, the SWI raw data were processed to phase and magnitude images on workstation (ADW4.4, GE). Diffusivity maps in the direction of the *x*‐axis (right‐left), *y*‐axis (anterior‐posterior), *z*‐axis (inferior‐superior), and color‐coded fractional anisotropy (FA) maps were processed on DTI Studio (https://www.mristudio.org). Within the regions where the direction of the deep medullary veins was perpendicular to the ventricle body, two 5‐mm‐diameter ROIs were placed in the areas of the projection fibers and the association fibers on the color‐coded FA map. The diffusivity values were recorded in the directions of the x‐axis (Dx), y‐axis (Dy), and z‐axis (Dz) of ROIs in the projection fibers and association fibers as Dxproj, Dyproj, Dzproj, Dxassoc, Dyassoc, Dzassoc, respectively. The DTI‐ALPS index was then calculated as [(Dxproj + Dxassoc) / (Dyproj + Dzassoc)].

### Animals

Female spontaneously hypertensive rats (SHR) (200–300 g) and female control Wistar‐Kyoto rats (WKY) (200–300 g) aged 26 weeks were obtained from Charles River (Beijing, China). Rats were housed in a controlled environment at a temperature of 22 °C with a 12 h light/dark cycle. They were provided food and water ad libitum. All experimental procedures were carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health (NIH Publications No. 80‐23, revised 1996) and conformed to the Animal Management Rules of China (Documentation 55, 2002, Ministry of Health, China).

### Blood Pressure (BP) Measurement

BP measurements were obtained using a noninvasive tail‐cuff blood pressure system (CODA Monitor, Kent Scientific Corporation, USA). Rats were gently restrained in a fixator for at least 10 min until calm, and the tail was warmed before measurement. For each individual rat, multiple BP readings ranging from 3 to 13 measurements were taken and recorded. These measurements were then averaged to obtain a representative value for the rat's BP.

### Intra‐Cisterna Magna Injections

To perform the surgical procedure for exposing the cisterna magna and administering injections, rats were anesthetized by intraperitoneal injection of 4% pelltobarbitalum natricum dissolved in sterile saline. The skin in the neck region was shaved and cleaned using 70% ethanol to maintain sterility. Ophthalmic solution was applied to the eyes to prevent drying, and the rat's head was securely fixed in a stereotaxic frame. A small incision of approximately 10 mm was made in the skin, and underlying muscle layers were gently retracted to expose the atlantooccipital membrane of the cisterna magna. To ensure the correct positioning, 0.2 µL CSF was withdrawn using a Hamilton syringe connected to a 33‐gauge needle. Subsequently, 1 µL of gadodiamide (0.5 mmol mL^−1^) was slowly delivered into the CSF‐filled cisterna magna compartment at a rate of 1 µL per minute. After the injection, the syringe was left in place for at least 2 min to prevent any back‐flow of CSF. The incision in the neck skin was then sutured, and the rats were allowed to recover in a supine position on a heating pad until they regained full consciousness. Additionally, a subcutaneous injection of ketoprofen at a dosage of 2 mg kg^−1^ was administered for pain relief. Given the circadian rhythmicity of CSF dynamics, injections for drainage function measures are carried out alternately between different groups. All experiments are conducted at comparable times of the day to guarantee that similar circadian reactions will be present.

### Adeno‐Associated Virus (AAV) Delivery

For experiments involving the evaluation of the effect of viral‐mediated expression of recombinant vascular endothelial growth factor C (rVEGF‐C) (NM_053653.2) on meningeal lymphatic vessels (mLVs), a total of 2 µL sterile phosphate‐buffered saline (PBS) solution containing 10^13^ genome copies per mL of AAV2/9‐CMV‐rVEGF‐C (titre: 9.3E+12V.G. mL^−1^, 1:1, Obio Technology), or control AAV2/9‐CMV‐mneonGreen (AAV2/9‐control) (titer: 5.5E+12V.G. mL^−1^, Obio Technology) was administered. To inhibit lymphangiogenesis, rats received 2 µL of recombinant AAV encoding the ligand binding domains 1–4 of vascular endothelial growth factor receptor 3 (VEGFR3), fused to the rat IgG2B Fc domain (AAV2/9‐CMV‐rVEGFR3_1–4_‐Ig)(titer: 1.5E+13 V.G. mL^−1^, 1:2, Obio Technology)^[^ ^51^ ^]^ or control AAV2/9‐CMV‐Flag (AAV2/9‐control) (titer: 2.5E+13V.G. mL^−1^, 1:4, Obio Technology) as previously described.^[^ ^24^ ^]^ Virus together with 1 µL gadodiamide was injected directly into the cisterna magna CSF at a rate of 1 µL min^−1^, following the procedure described in “Intra‐cisterna magna injections”. All virus vectors were aliquoted and stored at ‐80 °C until used in the experiments.

### MRI of Rats

Animals were anesthetized by intraperitoneal injection of 4% pelltobarbitalum natricum at a dose of 0.15 mL per 100 g of body weight. A 3.0T MRI scanner (GE 750; GE Healthcare, Chicago, IL) equipped with a small aperture animal experiment coil was used for imaging. Dynamic‐contrast enhanced 3D‐T1 BRAVO consisting of 20 sagittal slices of the brain were acquired with the following parameters: repetition time of 8.9 ms, echo time of 3.9 ms, and a slice thickness of 1 mm. The acquired images were analyzed using RadiAnt (Medixant, Poznan, Poland), a Digital Imaging and Communications in Medicine viewer. ROIs were placed at various brain regions including the olfactory bulb, cerebral cortex, thalamus, corpus callosum (CC), the third ventricle, the fourth ventricle, and dCLNs at baseline and 30, 60, 90, 120,150, 180, 210, 240 min after intra‐cisterna magna injection of 1 µL gadodiamide (0.5 mmol mL^−1^). Mean signal unit was measured for each ROI and normalized them against references. According to previous studies, vitreous body of the ocular bulb was chosen as reference, since there was no significant tracer accumulation in this region after intrathecal injection of gadodiamide. The glymphatic clearance function of each region was defined as the PC in signal unit ratio from baseline to each time point, with a lower PC indicating better clearance function. T2‐weighted Fast Spin Echo (T2FSE) consisting of 12 coronal slices of the brain were acquired with the following parameters: a repetition time of 3500 ms, an echo time of 82.3 ms, and a slice thickness of 2 mm. The acquired images were subjected to analysis using Fiji software to calculate the volume of cerebral ventricles.

### Tissue Collection and Processing

Following the administration of a lethal dose of anesthetic by intraperitoneal injection of pelltobarbitalum natricum, the rats were transcardially perfused with ice‐cold PBS, followed by 4% paraformaldehyde (PFA). After stripping the skin and muscle from the bone, the entire head was collected and drop fixed in 4% PFA for 24–48 h at 4 °C. The mandibles and nasal bone were then removed, and an incision was made along the lines of the parietal bone from the cisterna magna to the rostral part on both sides. The parietal bone was removed to expose the brains and fixed meninges, which included the dura mater and arachnoid. These brain and fixed meningeal tissues (dura mater and arachnoid) were carefully dissected from the skullcaps using forceps and kept in PBS at 4 °C until further use. The right half of the fixed brains underwent a series of washes with PBS, followed by cryoprotection in 30% sucrose. The brains were then embedded in Tissue‐Plus O.C.T. compound (Thermo Fisher Scientific) and frozen. Using a cryostat (Leica), 25 µm thick sections were sliced from the frozen brains, and these sections were stored in PBS at 4 °C. The other half of the brain was dehydrated using gradient alcohol, embedded in paraffin, and kept at room temperature. Using a rotary microtome (Leica), 4 µm thick sections were sliced from the paraffin‐embedded brains.

### Immunofluorescence, Imaging, and Quantification

The following steps were applied for rat fixed free‐floating brain sections and meningeal whole mounts for immunofluorescence staining. Meningeal whole mounts or brain cryosections were rinsed in PBS and washed with PBS containing 1% Tween‐20 (Sigma‐Aldrich, CAS:9005‐64‐5) (PBST) for 10 min, followed by incubation in QuickBlock Buffer (Beyotime, Cat. No. P0260) for 1 h at room temperature. This blocking step was followed by incubation with appropriate dilutions of primary antibodies: anti‐Lyve‐1 (R&D, Cat. No.AF7939, 1:200, Polyclonal Sheep IgG), anti‐prox1 (R&D, Cat. No.AF2727, 1:100, Polyclonal Goat IgG), anti‐Iba1 (Abcam, Cat. No. ab178847, 1:400, rabbit monoclonal) and anti‐GFAP (Cell Signaling Technology, Cat. No. #3670, 1:400, mouse monoclonal) in QuickBlock Buffer overnight at 4 °C. Tissue were then washed three times for 10 min at room temperature in 1 mL 1% PBST followed by incubation with the appropriate donkey Alexa Fluor 647 anti‐sheep (Abcam, 1:300, Cat. No. Ab150179), donkey Alexa Fluor 555 anti‐goat (Abcam, 1:300, Cat. No. Ab150130), donkey Alexa Fluor 647 anti‐rabbit (Jackson ImmunoResearch Laboratories, 1:400, Cat. No. 711‐605‐152) or donkey Alexa Fluor 555 anti‐mouse (Abcam, 1:400, Cat. No. ab150110) IgG antibodies for 2 h at room temperature in QuickBlock Buffer. The tissue was then washed three times for 10 min with 1% PBST at room temperature and mounted with Antifade Mounting Medium with DAPI (Beyotime, Cat. No. P0131) and glass coverslips. Preparations were stored at 4 °C for no more than one week until images were acquired using Leica DM6B and a 10× objective with 0.4 NA. The exposure time and brightness/contrast of each image were applied equally across all images, and quantitative analysis of images was performed using Fiji software (NIH).

For the assessment of microglia and astrocyte in the CC, three representative brain sections were imaged for each rat using a wide‐field microscope. The mean area fraction was calculated for each sample by a blinded experimenter using Microsoft Excel. Lymphatic ablation and lymphatic regression were measured by dividing the area of Lyve‐1 labeled by the area of the sinus, and lymphatic coverage on confluence of sinus (COS) and superior sagittal sinus (SSS) was calculated separately. In addition, the number of Prox1^+^ cells within the area surrounded by the middle meningeal artery, COS, and SSS were counted by ImageJ. Meningeal lymphangiogenesis was indicated by a total number of Prox1^+^ cells within the meningeal area analyzed.

### Histological Staining, Imaging, Quantification

Standard Luxol fast blue (LFB) staining using a reagent kit (Baso, China, Cat. No. BA4357B) was performed on the processed paraffin blocks. Histological slides were then scanned using the KFBIO automatic digital slide scanning system (Ningbo, Zhejiang province, China). Demyelination in the CC was examined on LFB‐stained sections at coronal section levels corresponding to +2.0 mm and ‐2.0 mm from bregma. The images were converted into an 8‐bit greyscale format (black/white 0/255). ROIs were placed on upper, middle, and lower layer of the CC. The myelin index (mean gray value) of each ROI was automatically determined using Fiji software.

### Quantitative Real‐Time Polymerase Chain Reaction (qPCR)

Total RNA was isolated from the corpus callosum as well as the whole meninges. While still frozen, these samples were ground to powder with a tissue grinder. Total RNA was extracted from powdered samples by using FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme Biotech Co., Ltd.) according to the manufacturer's instructions. Four hundred nanograms of the total RNA were reverse transcribed by using the HiScript III RT SuperMix for qPCR (+gDNA wiper) (Vazyme Biotech Co., Ltd.). qPCR was performed with Taq Pro Universal SYBR qPCR Master Mix (Vazyme Biotech Co., Ltd.) and analyzed by the QuantStudio 5 Real‐Time PCR Systems (Thermo Fisher Scientific). The oligonucleotide primers were all custom designed and synthesized by Ribobio (Guangzhou, China), whose sequences are shown in Table S11 (Supporting Information). Relative mRNA expression levels were calculated based on the 2^−ΔΔ^CT method and normalized to the β‐actin expression.

### RNA Extraction, Sequencing, and Analysis

Rats were anesthetized by intraperitoneal injection of pelltobarbitalum natricum, followed by transcardially perfusing with ice‐cold PBS. The brains were then extracted from the cranial cavity, and the cerebellum and olfactory bulbs were removed. The brains were sectioned using a rat brain mold, and the CC was rapidly isolated under a stereomicroscope using ophthalmic tweezers. The CC samples were immediately snap‐frozen in dry ice and stored at ‐80 °C until further use. Total RNA was extracted from the samples using TRIzol reagent (Thermo Fisher Scientific, 15596018), and the purity, quality, and integrity of the samples were assessed. Library construction was carried out by LC‐Bio Technology Co., Ltd. (Hangzhou, China). Subsequently, 2 × 150 bp paired‐end sequencing (PE150) was performed on the Illumina Novaseq 6000 platform. After preprocessing, the high‐quality reads were aligned to the rat reference genome by HISAT2 software (https://daehwankimlab.github.io/hisat2/). Differentially expressed genes (DEGs) were identified based on a fold change (FC) >2 or fold change < 0.05 criteria. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were conducted. Gene set enrichment analysis (GSEA) was performed using the GSEA v4.3.0 software (Broad Institute) with 1000 permutations, utilizing annotations from the Reactome pathways. All sequencing services were provided by LC Biotech Corporation (Hangzhou, China). Significantly differentially expressed mRNAs were selected based on criteria of |Log_2_FC| > 1 and adjusted *P* value < 0.05. GO and KEGG pathway enrichment analyses were performed using the OmicStudio tools at https://www.omicstudio.cn/tool. In GSEA, a false‐discovery rate (FDR) < 0.25 was considered significant. Heatmaps of significant DEGs and GO/KEGG enrichment terms were visualized using the R package ggplot2. The raw sequence data were submitted to the NCBI Gene Expression Omnibus datasets with accession number GSE240229.

### Statistical Analysis

In the human study, continuous data were reported as mean with standard deviation (mean ± SD), while categorical data were presented as numbers and percentages. To assess statistical differences among demographic factors, clinical characteristics, and imaging parameters, unpaired t‐test, Mann‐Whitney U test, chi‐square test, or Fisher's exact test, were used as appropriate. To examine correlations between WMH volume and other demographic or imaging parameters, Pearson's correlation or Spearman's correlation analyses were performed. Age and other potential confounders identified in the univariate analyses (*p* < 0.1) or considered of clinical significance (e.g., follow‐up period) were included in the multivariable linear regression models. All statistical analyses were conducted using SPSS software version 25.0 (IBM, Armonk, NY, USA), with significance set at *p* < 0.05 level (two‐tailed). In the animal studies, data are presented as the mean with standard error mean (mean ± s.e.m.). To determine specific differences (e.g., the intensity of ionized calcium binding adapter molecule 1 (Iba1) immunoreactivity) between two groups, a two‐tailed unpaired Student's t‐test was employed, while Welch's t‐test was employed if the assumption of variance homogeneity was violated. For analyzing drainage function during DCE‐MRI procedures among groups, repeated measures two‐way ANOVA with Bonferroni's post hoc tests were utilized. All statistical analyses were performed using Prism 8.0 (GraphPad Software, La Jolla, USA) and statistical significance was indicated as *p < 0.05, **p < 0.01, or ***p < 0.001. No sample outliers were excluded. Statistical tests used for group comparisons in RNA sequencing experiment analysis are specified in the respective methods’ sections.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.Z., R.X., and Y.L. contributed equally to this work. Y.Z., R.X., Y.L., and M.L. contributed to the conception and design of the study; M.L. coordinated the whole project; Y.Z., K.Z., and M.L. were responsible for the initial assessment and diagnosing of patients; M.F. and C.C. contributed to image acquisition; R.X., Y.L., Y.C., W.R., Z.L., K.Z., R.Z., and J.W. performed image analysis. R.X., Y.L., and J.L. performed immunostaining; R.X., Y.L., W.R., and Z.L. provided statistical analysis and technical support; Y.Z., R.X., Y.L., and M.L. participated in final data analysis and interpretation; Y.Z., R.X., and Y.L. carried out most of the writing with input from other authors. All authors discussed the results and commented on the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Impaired Meningeal Lymphatics and Glymphatic Pathway in Patients with White Matter Hyperintensity
**Source:** Adv Sci (Weinh). 2024 May 5;11(26):2402059. doi: 10.1002/advs.202402059
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202402059

Impaired Meningeal Lymphatics and Glymphatic Pathway in Patients with White Matter Hyperintensity

Ying Zhou, Rui Xue, Yifei Li, Wang Ran, Yuping Chen, Zhongyu Luo, Kemeng Zhang, Ruoxia Zhang, Junjun Wang, Mengmeng Fang, Cong Chen and Min Lou\*

# **Supplemental Material**

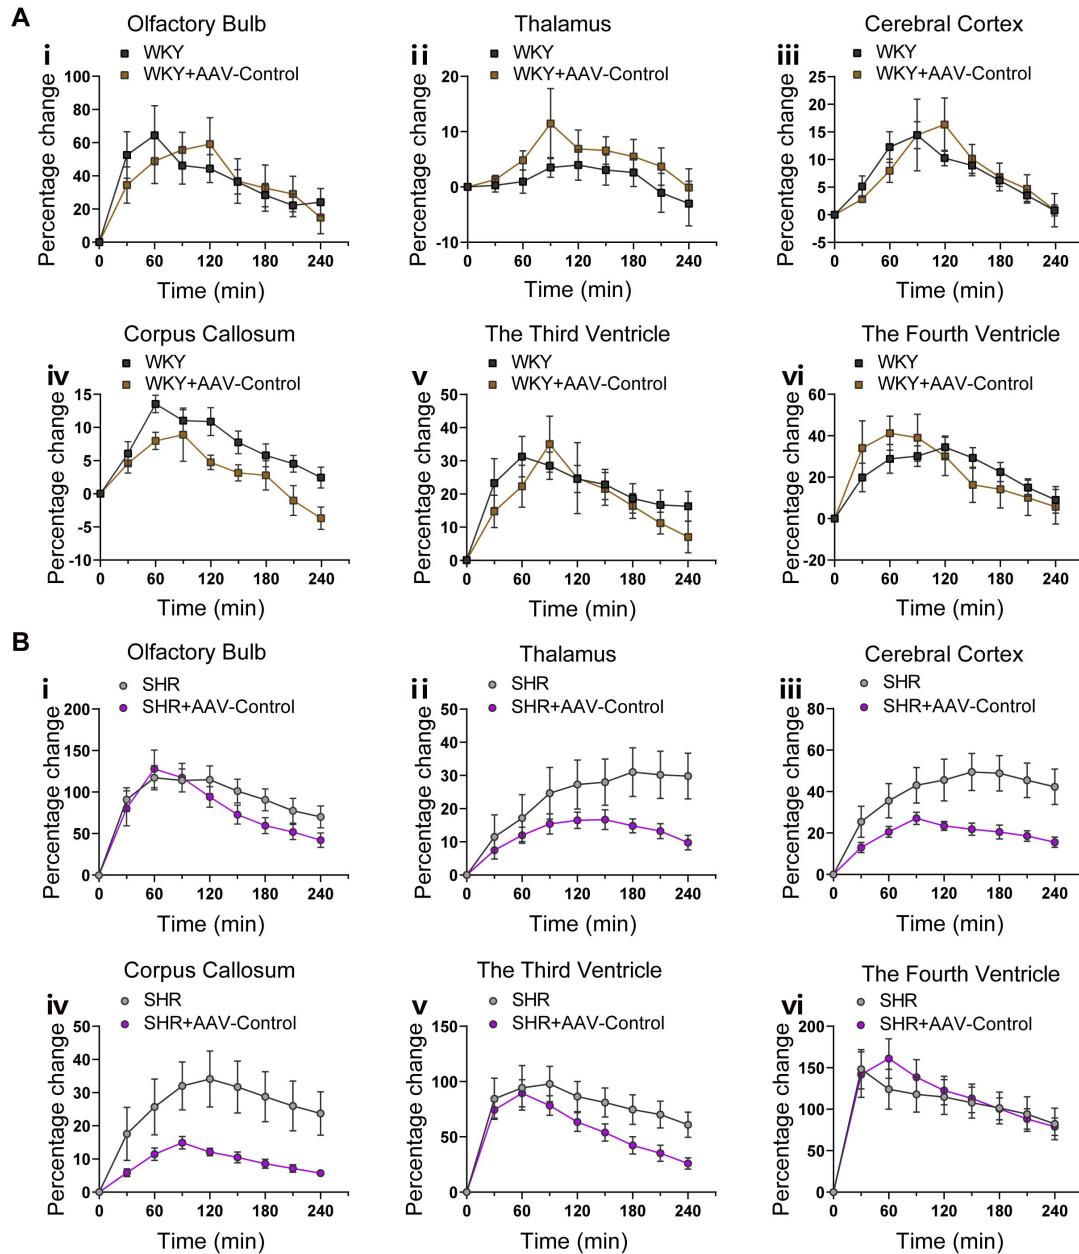

**Figure S1. Quantitative assessments of drainage function of glymphatic pathway among AAV2/9-control treated WKY (WKY+AAV-Control) and AAV2/9-control treated SHR (SHR+AAV-Control) compared to WKY and SHR, respectively.**

A-B. Dynamic Contrast-Enhanced MRI (DCE-MRI) indicated no significant alterations of percentage changes in olfactory bulb (i), thalamus (ii), cerebral cortex (iii), corpus callosum (iv), the third ventricle (v) and the fourth ventricle (vi) among WKY+AAV-Control and SHR+AAV-Control compared to WKY and SHR, respectively. Data for WKY+AAV-Control: n = 5, SHR+AAV-Control: n = 8, WKY: n = 12, SHR: n = 19. Pooled data from three independent experiments. All error bars

represent mean  $\pm$  s.e.m.  $P$  values were calculated by repeated-measures two-way ANOVA with Bonferroni's post hoc test.

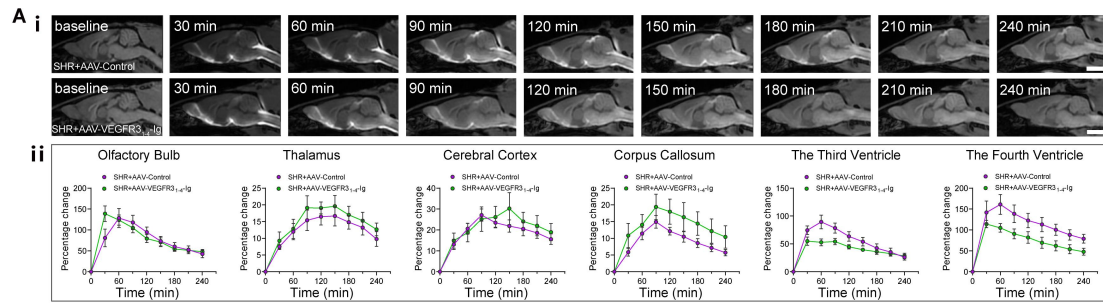

**Figure S2. Quantitative assessments of drainage function of glymphatic pathway among AAV2/9-control treated SHR (SHR+AAV-Control) and AAV2/9-CMV-rVEGFR3<sub>1-4</sub>-Ig treated SHR (SHR+AAV-VEGFR3<sub>1-4</sub>-Ig).**

Ai. Representative images of the glymphatic pathway in SHR at baseline and every 30 minutes after intrathecal administration of AAV2/9-CMV-Flag (control virus) and AAV2/9-CMV-rVEGFR3<sub>1-4</sub>-Ig. Dynamic Contrast-Enhanced MRI (DCE-MRI) was conducted until 4-6 weeks of viral expression. Scale bar = 5 mm. Aii. No significant alterations of percentage changes in olfactory bulb, thalamus, cerebral cortex, corpus callosum, the third ventricle and the fourth ventricle in SHR+AAV-VEGFR3<sub>1-4</sub>-Ig compared to SHR+AAV-Control. Data for SHR+AAV-VEGFR3<sub>1-4</sub>-Ig: n = 8, SHR+AAV-Control: n = 8. Pooled data from two independent experiments. All error bars represent mean  $\pm$  s.e.m. *P* values were calculated by repeated-measures two-way ANOVA with Bonferroni's post hoc test.

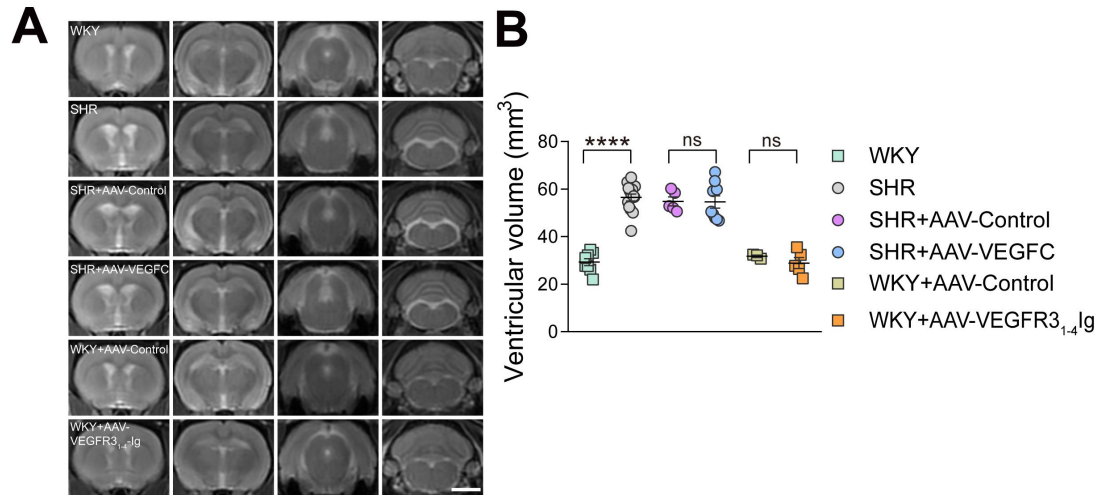

**Figure S3. Quantitative assessments of cerebral ventricle volume.** A. Representative T2 images of the cerebral ventricle system in WKY, SHR, AAV2/9-control treated SHR (SHR+AAV-Control), AAV2/9-CMV-rVEGF-C treated SHR (SHR+AAV-VEGFC), AAV2/9-control treated WKY (WKY+AAV-Control) and AAV2/9-CMV-rVEGFR3<sub>1-4</sub>-Ig treated WKY (WKY+AAV-VEGFR3<sub>1-4</sub>-Ig). Scale bar = 5 mm. B. Statistical analysis of cerebral ventricle volume between WKY and SHR, SHR+AAV-Control and SHR+AAV-VEGFC, WKY+AAV-Control and WKY+AAV-VEGFR3<sub>1-4</sub>-Ig (two-tailed unpaired Student's t-test). Data for SHR: n = 15, WKY: n = 8, SHR+AAV-VEGFC: n = 9, SHR+AAV-Control: n = 5, WKY+AAV-VEGFR3<sub>1-4</sub>-Ig: n = 5, and WKY+AAV-Control: n = 3. Pooled data from two independent experiments. All error bars represent mean  $\pm$  s.e.m. \*\*\*\* $p < 0.0001$ . ns, not significant.

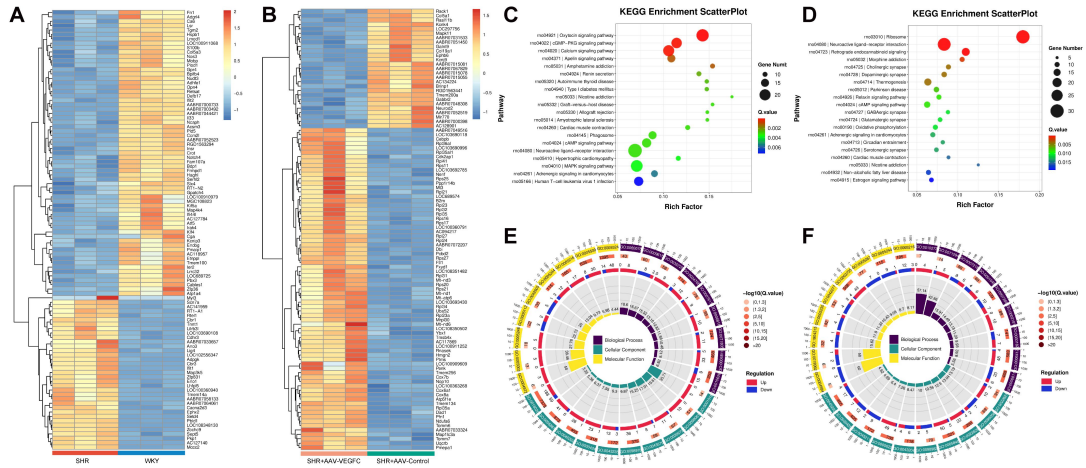

**Figure S4. Transcriptomics analysis of SHR versus WKY and AAV2/9-CMV-rVEGF-C treated SHR (SHR+AAV-VEGFC) versus AAV2/9-control treated SHR (SHR+AAV-Control).** A-B. Heatmaps showing the expression profiles of the top 100 differentially expressed genes (DEGs) in SHR versus WKY (A) and SHR+AAV-VEGFC versus SHR+AAV-Control (B). C-D. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment scatter plot comparing the significantly enriched pathways in SHR versus WKY (C) and SHR+AAV-VEGFC versus SHR+AAV-Control (D). E-F. Gene Ontology (GO) circle plot displaying the enriched GO terms in SHR versus WKY (E) and SHR+AAV-VEGFC versus SHR+AAV-Control (F).

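Of the gene labels legible in the heatmap of SHR against WKY, 12 marked as higher were all higher here and 10 were DEGs, with log2FC from 0.84 to 8.64. Of 30 marked as lower, 28 were tested, all 28 were lower and 25 were DEGs, with log2FC from -6.48 to -0.92. After Cbr1 and Cbr3 the largest rises were those of Ephx2 (2.94), Tmem14a (2.89) and Adpgk (2.54), and after Cga and Pld5 the largest falls were those of Zfp36 (-2.49), RT1-N2 (-2.39) and Ncaph (-2.25). Ano3, Mccc2, Adhfe1, Map4k4 and Cables1 had an absolute log2FC under 1, and Bpifb4 and Atp1a4 were below the expression filter.

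In the heatmap of VEGF-C against control vector, 30 labels marked as higher were all higher, 20 were DEGs and 28 had an edgeR adjusted p < 0.05, with log2FC from 0.26 to 3.86. The other 2 were Fth1 (0.50, edgeR adjusted p = 0.255) and Ndufa5 (0.26, edgeR adjusted p = 0.189). All 7 labels marked as lower were lower and 5 were DEGs. The largest rises after Cebpb were those of Mt-nd3 (2.10), Rpl27 (1.76), Dbi (1.66) and Cox8a (1.56). The largest falls were those of Neurod2 (-1.48), Brinp1 (-1.47), Col19a1 (-1.40), Ephb6 (-1.32) and Tmem200a (-1.30). The labels were read from the figure by eye.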

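For the KEGG terms drawn for SHR against WKY, the DEGs held 7 of the 259 tested genes of MAPK signaling (hypergeometric adjusted p = 0.712), 5 of the 129 of the phagosome (hypergeometric adjusted p = 0.501), 5 of the 134 of oxytocin signaling (hypergeometric adjusted p = 0.516), 6 of the 132 of cGMP-PKG signaling (hypergeometric adjusted p = 0.240) and 4 of the 151 of calcium signaling (hypergeometric adjusted p = 0.918). On the DEGs with the replicate number as a block, tested after these values were seen, the terms held in the same order 16 (hypergeometric adjusted p = 0.362), 18 (hypergeometric adjusted p = 0.000129), 12 (hypergeometric adjusted p = 0.0926), 8 (hypergeometric adjusted p = 0.659) and 15 (hypergeometric adjusted p = 0.0214). For VEGF-C against control vector, MAPK signaling held 1 DEG among 259 genes (hypergeometric adjusted p = 1).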

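GO enrichment used the same test with 13593 annotated genes and 2899 terms. The DEGs of SHR against WKY gave 3 terms under an adjusted p of 0.05: response to virus (6 of 45 genes, hypergeometric adjusted p = 0.0356), positive regulation of gene expression (13 of 266) and extracellular region (18 of 485). With the replicate number as a block, tested after these values were seen, 42 terms passed, led by extracellular region (41 of 485, hypergeometric adjusted p = 3.52e-05) and immune response (18 of 116, hypergeometric adjusted p = 3.83e-05). Those of VEGF-C against control vector gave 16 terms. The lowest were ribosome (54 of 298, hypergeometric adjusted p = 5.77e-41), structural constituent of ribosome (52 of 273, hypergeometric adjusted p = 9.71e-41) and translation (50 of 356, hypergeometric adjusted p = 2.10e-32). Of the 94 genes with a ribosomal protein symbol 23 were DEGs, so many of the 54 carry other names. The test counts every entry as an independent gene, which near-identical copies are not, so these p-values may overstate the enrichment. Further terms were mitochondrial respiratory chain complex I (9 of 54, hypergeometric adjusted p = 2.69e-05) and response to zinc ion (5 of 12, hypergeometric adjusted p = 0.000146). With the block 7 terms passed, led by ribosome (33 of 298, hypergeometric adjusted p = 8.78e-26).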

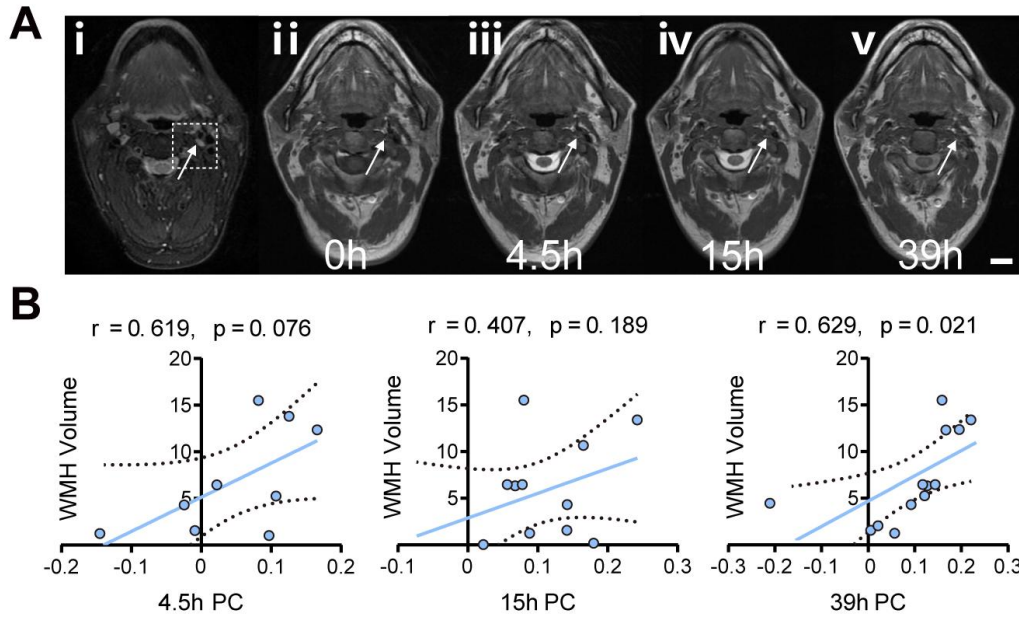

**Figure S5. Quantitative assessments of drainage function of meningeal lymphatics (mLVs) to deep cervical lymph nodes (dCLNs) after intrathecal administration of gadodiamide in humans.** A. Representative images of the measurement of percentage change (PC) in dCLNs. T2-weighted image (i) was used to determine the location of dCLNs (white dashed box), and the PC of dCLNs (white arrow) was measured on T1-fat-suppression images before (0 h) and 4.5 h, 15 h, and 39 h after intrathecal administration of gadodiamide ((ii)-(iv)). Scale bar = 2 cm. B. Correlation between the WMH volume and the PC value in dCLNs at different time points (4.5h PC group:  $n = 9$ , 15h PC group:  $n = 12$ , 39h PC group:  $n = 13$ , Pearson correlation analysis).

**Table S1. Demographics, clinical and imaging data in patients who underwent Glymphatic magnetic resonance imaging**

| <b>Characteristics</b>         | <b>Value</b>    |
|--------------------------------|-----------------|
| Age (y)                        | 58.30 ± 12.94   |
| Female                         | 27 (50.0)       |
| Smoking                        | 19 (35.2)       |
| Alcohol drinking               | 13 (24.1)       |
| Hypertension                   | 26 (48.1)       |
| Diabetes mellitus              | 23 (42.6)       |
| Hyperlipidemia                 | 7 (13.0)        |
| Grey matter volume (ml)        | 576.09 ± 99.60  |
| White matter volume (ml)       | 462.11 ± 65.50  |
| Cerebral ventricle volume (ml) | 424.60 ± 106.69 |
| WMH volume (ml)                | 5.60 ± 5.20     |
| Fazekas score                  | 2 (2-4)         |

WMH: white matter hyperintensity.

**Table S2. Linear regression analysis for WMH volume in patients who underwent Glymphatic magnetic resonance imaging**

|                             | $\beta$ | <i>P</i> Value |                            | $\beta$ | <i>P</i> Value |                            | $\beta$ | <i>P</i> Value |
|-----------------------------|---------|----------------|----------------------------|---------|----------------|----------------------------|---------|----------------|
| <b>4.5h PC PSD</b>          | 0.093   | 0.468          | <b>15h PC PSD</b>          | 0.247   | 0.036          | <b>39h PC PSD</b>          | 0.234   | 0.046          |
| Age                         | 0.682   | <0.001         | Age                        | 0.446   | 0.001          | Age                        | 0.406   | 0.002          |
| Female                      | 0.222   | 0.086          | Female                     | 0.280   | 0.017          | Female                     | 0.277   | 0.015          |
| Hypertension                | 0.044   | 0.761          | Hypertension               | 0.211   | 0.093          | Hypertension               | 0.221   | 0.077          |
| <b>4.5h PC Grey matter</b>  | 0.273   | 0.025          | <b>15h PC Grey matter</b>  | 0.286   | 0.014          | <b>39h PC Grey matter</b>  | 0.315   | 0.011          |
| Age                         | 0.417   | 0.002          | Age                        | 0.422   | 0.001          | Age                        | 0.384   | 0.004          |
| Female                      | 0.151   | 0.202          | Female                     | 0.176   | 0.124          | Female                     | 0.137   | 0.244          |
| Hypertension                | 0.156   | 0.225          | Hypertension               | 0.131   | 0.297          | Hypertension               | 0.114   | 0.363          |
| <b>4.5h PC White matter</b> | 0.173   | 0.172          | <b>15h PC White matter</b> | 0.225   | 0.061          | <b>39h PC White matter</b> | 0.266   | 0.037          |
| Age                         | 0.386   | 0.007          | Age                        | 0.390   | 0.004          | Age                        | 0.380   | 0.005          |
| Female                      | 0.197   | 0.105          | Female                     | 0.199   | 0.087          | Female                     | 0.155   | 0.198          |
| Hypertension                | 0.150   | 0.259          | Hypertension               | 0.135   | 0.298          | Hypertension               | 0.111   | 0.386          |
| <b>4.5h PC CSF</b>          | 0.291   | 0.013          | <b>15h PC CSF</b>          | 0.256   | 0.028          | <b>39h PC CSF</b>          | 0.242   | 0.044          |
| Age                         | 0.445   | 0.001          | Age                        | 0.438   | 0.001          | Age                        | 0.411   | 0.002          |
| Female                      | 0.159   | 0.170          | Female                     | 0.190   | 0.099          | Female                     | 0.184   | 0.115          |
| Hypertension                | 0.136   | 0.280          | Hypertension               | 0.114   | 0.370          | Hypertension               | 0.106   | 0.408          |

WMH: white matter hyperintensity; PC: percentage change; PSD: parasagittal dura; CSF: cerebrospinal fluid.

**Table S3. Demographics, clinical and imaging data in patients with WMH and controls**

| <b>Characteristics</b>         | <b>WMH (N=1149)</b> | <b>Controls (N=48)</b> | <b><i>P</i> Value</b> |
|--------------------------------|---------------------|------------------------|-----------------------|
| Age (y)                        | 61.92 ± 8.46        | 54.23 ± 7.01           | <0.001                |
| Female                         | 522 (45.7)          | 14 (29.2)              | 0.026                 |
| Smoking                        | 379 (34.5)          | 23 (47.9)              | 0.064                 |
| Alcohol drinking               | 442 (40.4)          | 24 (50.0)              | 0.230                 |
| Hypertension                   | 734 (65.4)          | 25 (53.2)              | 0.118                 |
| Diabetes mellitus              | 226 (20.1)          | 9 (19.1)               | 1.000                 |
| Hyperlipidemia                 | 345 (30.9)          | 15 (31.9)              | 0.873                 |
| Grey matter volume (ml)        | 643.94 ± 71.55      | 677.56 ± 57.58         | 0.001                 |
| White matter volume (ml)       | 451.38 ± 56.14      | 468.73 ± 52.73         | 0.036                 |
| Cerebral ventricle volume (ml) | 360.79 ± 101.30     | 286.86 ± 67.29         | <0.001                |
| WMH volume (ml)                | 7.66 ± 13.10        | -                      | -                     |
| Fazekas score                  | 3 (2-5)             | -                      | -                     |
| ALPS index                     | 1.49 ± 0.24         | 1.61 ± 0.26            | 0.001                 |

WMH: white matter hyperintensity; ALPS: diffusion tensor image analysis along the perivascular space.

**Table S4. Multivariate regression analysis for WMH volume, NAWM-FA and NAWM-MD in patients with WMH**

|                           | $\beta$ | P Value |                           | $\beta$ | P Value |                           | $\beta$ | P Value |
|---------------------------|---------|---------|---------------------------|---------|---------|---------------------------|---------|---------|
| <b>WMH volume</b>         |         |         | <b>NAWM-FA</b>            |         |         | <b>NAWM-MD</b>            |         |         |
| ALPS Index                | -0.217  | <0.001  | ALPS Index                | 0.239   | <0.001  | ALPS Index                | -0.269  | <0.001  |
| Age                       | 0.393   | <0.001  | Age                       | -0.083  | 0.006   | Age                       | 0.112   | <0.001  |
| Hypertension              | 0.069   | 0.007   | Hypertension              | 0.004   | 0.897   | Hypertension              | -0.052  | 0.072   |
| Hyperlipidemia            | -0.080  | 0.002   | Hyperlipidemia            | 0.052   | 0.080   | Hyperlipidemia            | -0.054  | 0.063   |
| Alcohol drinking          | -0.096  | 0.001   | Alcohol drinking          | 0.122   | <0.001  | Alcohol drinking          | -0.078  | 0.013   |
| Cerebral ventricle volume | 0.065   | 0.013   | Cerebral ventricle volume | -0.101  | 0.001   | Cerebral ventricle volume | 0.108   | <0.001  |
| Diabetes mellitus         | 0.025   | 0.340   | Diabetes mellitus         | -0.009  | 0.767   | Diabetes mellitus         | -0.043  | 0.133   |
| Smoking                   | 0.026   | 0.369   | Smoking                   | -0.029  | 0.361   | Smoking                   | -0.020  | 0.535   |

WMH: white matter hyperintensity; ALPS: diffusion tensor image analysis along the perivascular space; NAWM-FA: normal appearing white matter-fractional anisotropy; NAWM-MD: normal appearing white matter-mean diffusivity.

**Table S5. Demographics, clinical and imaging data in patients with and without follow-up T2-FLAIR**

| <b>Characteristic</b> | <b>WMH patients with<br/>follow-up T2-FLAIR<br/>(N=191)</b> | <b>WMH patients<br/>without follow-up<br/>T2-FLAIR (N=958)</b> | <b><i>P</i> Value</b> |
|-----------------------|-------------------------------------------------------------|----------------------------------------------------------------|-----------------------|
| Age (y)               | 63 ± 9                                                      | 62 ± 8                                                         | 0.065                 |
| Female                | 92 (48.7)                                                   | 430 (45.1)                                                     | 0.380                 |
| Smoking               | 49 (27.4)                                                   | 330 (35.9)                                                     | 0.032                 |
| Alcohol drinking      | 49 (27.4)                                                   | 393 (42.9)                                                     | <0.001                |
| Hypertension          | 116 (63.4)                                                  | 618 (65.7)                                                     | 0.553                 |
| Diabetes mellitus     | 33 (18.0)                                                   | 193 (20.6)                                                     | 0.481                 |
| Hyperlipidemia        | 37 (20.2)                                                   | 308 (33.0)                                                     | <0.001                |
| WMH volume (ml)       | 10.98 ± 14.66                                               | 6.99 ± 12.67                                                   | <0.001                |
| ALPS index            | 1.41 ± 0.18                                                 | 1.50 ± 0.24                                                    | <0.001                |
| Follow-up period (y)  | 1.23 ± 0.51                                                 | -                                                              | -                     |

WMH: white matter hyperintensities; T2-FLAIR: T2-fluid attenuated inversion recovery; ALPS: diffusion tensor image analysis along the perivascular space.

**Table S6. Multivariate regression analysis for growth volume of WMH in patients with follow-up T2-FLAIR image**

|                           | $\beta$ | <i>P</i> Value |
|---------------------------|---------|----------------|
| ALPS Index                | -0.203  | 0.007          |
| Age                       | 0.061   | 0.410          |
| Cerebral ventricle volume | 0.037   | 0.609          |
| Follow-up period          | -0.158  | 0.028          |

WMH: white matter hyperintensities; ALPS: diffusion tensor image analysis along the perivascular space.

**Table S7. Correlation analysis between WMH Volume and age and MRI Measurements in two cohorts**

|                           | Patients who underwent Glymphatic MRI |                | WMH Patients in CIRCLE Cohort |                |
|---------------------------|---------------------------------------|----------------|-------------------------------|----------------|
|                           | Pearson r or Spearman r               | <i>P</i> Value | Pearson r or Spearman r       | <i>P</i> Value |
| Age                       | 0.525                                 | <0.001         | 0.470                         | <0.001         |
| Grey matter volume        | -0.184                                | 0.183          | -0.399                        | <0.001         |
| White matter volume       | 0.005                                 | 0.973          | -0.028                        | 0.351          |
| Cerebral ventricle volume | 0.200                                 | 0.148          | 0.125                         | <0.001         |
| Fazekas score             | 0.913                                 | <0.001         | 0.722                         | <0.001         |
| 39h PC PSD                | 0.380                                 | 0.008          | -                             | -              |
| 39h PC Grey matter        | 0.473                                 | <0.001         | -                             | -              |
| 39h PC White matter       | 0.457                                 | <0.001         | -                             | -              |
| 39h PC CSF                | 0.389                                 | 0.004          | -                             | -              |
| ALPS Index                | -                                     | -              | -0.360                        | <0.001         |

WMH: white matter hyperintensity; PC: percentage change; PSD: parasagittal dura; CSF: cerebrospinal fluid; ALPS: diffusion tensor image analysis along the perivascular space.

**Table S8. Univariate comparison of WMH Volume among factors in two cohorts**

|                   | Patients who underwent Glymphatic MRI |             |         | WMH Patients in CIRCLE Cohort |              |         |
|-------------------|---------------------------------------|-------------|---------|-------------------------------|--------------|---------|
|                   | Yes                                   | No          | P Value | Yes                           | No           | P Value |
| Female            | 7.10 ± 5.10                           | 4.10 ± 4.94 | 0.032   | 7.66 ± 13.01                  | 7.68 ± 13.24 | 0.979   |
| Smoking           | 4.00 ± 4.97                           | 6.58 ± 5.21 | 0.086   | 6.32 ± 11.88                  | 7.83 ± 12.98 | 0.061   |
| Hypertension      | 7.52 ± 5.34                           | 3.81 ± 4.44 | 0.007   | 8.53 ± 13.70                  | 5.55 ± 10.46 | <0.001  |
| Diabetes mellitus | 6.07 ± 5.54                           | 5.2 5± 4.99 | 0.573   | 8.82 ± 15.57                  | 7.16 ± 11.93 | 0.081   |
| Hyperlipidemia    | 9.51 ± 6.47                           | 5.02 ± 4.79 | 0.032   | 5.87 ± 10.83                  | 8.11 ± 13.39 | 0.006   |
| Alcohol drinking  | 5.03 ± 5.93                           | 5.78 ± 5.01 | 0.657   | 4.89 ± 5.81                   | 8.93 ± 14.57 | <0.001  |

WMH: white matter hyperintensity.

**Table S9. Correlation analysis among growth volume of WMH and MRI measurements in patients with Follow-up T2-FLAIR image**

|                           | <b>Pearson r or Spearman r</b> | <b>P Value</b> |
|---------------------------|--------------------------------|----------------|
| Age                       | 0.357                          | <0.001         |
| Grey matter volume        | -0.362                         | <0.001         |
| White matter volume       | 0.011                          | 0.885          |
| Cerebral ventricle volume | 0.165                          | 0.022          |
| Fazekas score             | 0.793                          | <0.001         |
| ALPS Index                | -0.301                         | <0.001         |
| Follow-up period          | 0.073                          | 0.313          |

WMH: white matter hyperintensity; ALPS: diffusion tensor image analysis along the perivascular space; T2-FLAIR: T2-fluid attenuated inversion recovery.

**Table S10. Univariate comparison of growth volume of WMH among factors in patients with follow-up T2-FLAIR image**

|                   | Yes         | No          | P Value |
|-------------------|-------------|-------------|---------|
| Female            | 0.46 ± 2.12 | 1.18 ± 6.29 | 0.301   |
| Smoking           | 0.32 ± 3.72 | 1.00 ± 5.23 | 0.408   |
| Hypertension      | 0.68 ± 5.24 | 1.13 ± 3.99 | 0.545   |
| Diabetes mellitus | 0.82 ± 5.45 | 0.85 ± 4.68 | 0.979   |
| Hyperlipidemia    | 1.15 ± 2.89 | 0.77 ± 5.20 | 0.666   |
| Alcohol drinking  | 0.55 ± 2.69 | 0.92 ± 5.47 | 0.653   |

WMH: white matter hyperintensity; T2-FLAIR: T2-fluid attenuated inversion recovery.

**Table S11. Primer sequences**

| Gene name      | GeneBank<br>accession no. | Primer sequences (5'-3')                                   | Expected<br>size (bp) | Annealing<br>temperature<br>for qPCR (°C) |
|----------------|---------------------------|------------------------------------------------------------|-----------------------|-------------------------------------------|
| Iba1           | NM_017196.3               | F: TGACTTTCTCAGAATGATGCTGG<br>R: CAACTCAGAAATAGCTTTCTTGGC  | 127                   | 60                                        |
| IL1 $\beta$    | NM_031512.2               | F: TGGGATGATGACGACCTGCT<br>R: TGGCTTATGTTCTGTCCATTGAG      | 143                   | 60                                        |
| IFN $\gamma$   | NM_138880.3               | F: CAACCCACAGATCCAGCACA<br>R: TCAGCACCGACTCCTTTTCC         | 103                   | 60                                        |
| TNF $\alpha$   | NM_012675.3               | F: CACCACGCTCTTCTGTCTACTGA<br>R: CGAGTTTTGAGAAGATGATCTGAGT | 130                   | 60                                        |
| VEGFC (rat)    | NM_053653.2               | F: TGCCAATCACACTTCCTGCC<br>R: GCTGCCTGACACTGTGGTAATGT      | 108                   | 60                                        |
| $\beta$ -actin | NM_031144.3               | F: TCAAGATCATTGCTCCTCCTGAG<br>R: ACATCTGCTGGAAGGTGGACA     | 87                    | 60                                        |

Bp: base pair; qPCR: quantitative polymerase chain reaction; F: forward; R: reverse.

How the deposited data were processed for this re-analysis (not part of the article)

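RNA-seq of the corpus callosum was analysed for 12 libraries, 3 each from WKY, SHR, SHR+AAV-Control and SHR+AAV-VEGFC. Whether a library held 1 rat or several is not stated. The other experiments of the article had no deposited values and were not used here. The authors prepared strand-marked, oligo(dT)-selected libraries, sequenced 150 bp paired-end reads, aligned them with HISAT2 and deposited 1 table of 23330 genes. It gives a count and an FPKM value per library, with gene coordinates and GO, KEGG and Reactome annotation. The deposited count values are whole read counts per gene as the authors made them. The deposited FPKM values are the authors' fragment counts scaled to transcript length and library depth. For 9491 of 9652 genes with a mean FPKM of at least 5, the ratio of count to FPKM, corrected for library, was constant within 1%. The counting tool, the annotation and the genome build were not stated, so coordinates are those of the table. Of the gene symbols, 694 stand on several lines, and genes were therefore followed by identifier.

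The planned test was limma on log2(FPKM + 1), for a table of FPKM alone. Because the table also held counts, edgeR's quasi-likelihood test replaced it, and limma became an alternative. Genes with a mean FPKM of at least 0.5 over the 12 libraries (15517) were tested with edgeR 4.0.16 in R 4.3.3, TMM scaling, dispersions from the 2 groups compared and Benjamini-Hochberg adjustment. DEGs had an absolute log2FC over 1 and an adjusted p under 0.05. The standard error of a log2FC was its size divided by the square root of F. limma 3.58.1 and DESeq2 1.42.0 served as alternatives. On simulated counts with 200 genes changed 4-fold, edgeR recovered 200 with 1 false call, DESeq2 200 with 1, and limma 182 with 1. The comparisons were SHR with WKY, SHR+AAV-VEGFC with SHR+AAV-Control, SHR+AAV-Control with SHR and with WKY, and SHR+AAV-VEGFC with WKY. SHR+AAV-VEGFC with SHR was added after the values were seen.

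Sample labels number the replicates of each group 1 to 3, and no source states that equal numbers are pairs. The replicate number was therefore used as a block only in an alternative. Whether libraries of the same number deviate together was checked by the mean correlation of their deviations from the group means, which was 0.221 for SHR and WKY and within 0.1 of 0 for the other comparisons.

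GSEA was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It used weight 1, signal-to-noise on FPKM, 1000 random gene sets, set sizes of 15 to 500 (smaller sets only where the paper names them) and a threshold of 0.25. A set of 221 genes planted in simulated data was found in 20 of 20 simulations, with 52 of 15800 unchanged sets under the threshold. Hand-written sets list pathway members from general knowledge. The Reactome sets come from the 8372 genes with a Reactome entry in the table, since the set file the authors used was not used here. Scores are means over members of log2 CPM minus the gene's mean over the 12 libraries, compared by exact permutation. Within-group relations centred each group and used all 1296 permutations within groups. KEGG and GO enrichment used the hypergeometric test on terms of 10 to 500 genes. Random gene lists were drawn 10000 times. Figures were drawn with matplotlib 3.10.9.

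Total counts per library ran from 40397119 to 60007759, and a count of 3 was the floor, at 5e-06 to 7.43e-06% of a library. Floors and counting intervals cover counting error only, and replicate libraries differed by far more, so group differences rest on the spread among 3 libraries. An exact permutation test of 3 against 3 libraries cannot give a two-sided p under 0.10.

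Genes are named by a fixed rule. They are the genes the text names, the 5 largest rises and falls among DEGs with non-overlapping values per comparison (clone and locus names left out), up to 10 shared DEGs, and labels read by eye from Figure S4 with at most 5 named per direction. Some genes and gene sets that the rule and the plan cover are not reported here, and counts of passing named sets cover the sets given. Genes outside the rule are named where a label was not a DEG, not tested or over an adjusted p of 0.05, and were chosen after the values were seen.

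Alternatives changed the expression filter, the pseudocount (0.1 in place of 1), the scaling (TPM, TPM without mitochondrial and ribosomal protein genes, median-ratio, quantile), the intensity trend, the spread, the block, the fold change and adjustment thresholds, the ranking, the gene sets and the libraries, each left out in turn. The paper gives 2 forms of its criterion for DEGs, and the form with an adjusted p was used. No sample was left out of the values reported first.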

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

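The comparisons of SHR+AAV-Control with SHR and with WKY and of SHR+AAV-VEGFC with WKY, and their alternatives with unadjusted p and on other scalings of FPKM, were set before the data were examined, with edgeR replacing limma once the table proved to hold counts. Every other test in this part was chosen only after the result was seen. The results stand here because they come from comparisons or a measure that the paper does not report: by RNA-seq it compares SHR with WKY and SHR+AAV-VEGFC with SHR+AAV-Control.

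SHR+AAV-Control differed from untreated SHR in 96 DEGs (edgeR quasi-likelihood test, |log2FC| > 1), 7 higher and 89 lower. The paper compares these 2 groups for glymphatic clearance but not by RNA-seq, which is why the count is listed. It fell to 74 with mitochondrial and ribosomal protein genes left out and was 98 with the counts thinned to the smallest library, but TMM had already scaled for the composition and size of the libraries, so these counts cannot exclude a cause tied to either. Of the 96, 73 and 91 remained. The log2FC rose with transcript length at rho = 0.151 across 15289 genes, and 4 of the 10 possible splits of the 6 libraries into 3 and 3 gave a correlation as large, so an effect of transcript length could be neither shown nor excluded. The count itself was as large in 1 of the 4 splits that part the libraries of each replicate number, the real one, and no other of the 10 splits gave more than 1 DEG. A real split that stands alone among 10 has a permutation p of 0.10 at the least. The replicate numbers need not be pairs here (mean r 0.0417), and the differences in time, cage or batch between treated and untreated rats are not described. The vector, the injection and handling cannot be told apart in this design.

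SHR+AAV-Control differed from WKY in 1146 DEGs, 371 higher and 775 lower, a comparison the paper also leaves out. The higher DEGs became the majority on some scalings, with 827 higher and 471 lower without TMM and 1842 higher and 192 lower on TPM, where the median log2FC of all tested genes was 0.50, and not on others, with 221 and 458 with limma after median-ratio scaling and 437 and 563 on TPM without mitochondrial and ribosomal protein genes. The count was as large in 1 of 4 splits that part the replicate numbers, and no other split gave a DEG. Strain and vector both separate these groups.

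SHR+AAV-VEGFC differed from WKY in 83 DEGs, 41 higher and 42 lower, with 430 at unadjusted p. The paper describes recovery to WKY levels but gives no count for this comparison. It was as large in 1 of 4 splits that part the replicate numbers. SHR+AAV-VEGFC differed from untreated SHR in 0 DEGs, with 136 at unadjusted p. That the comparison with the vector control passed and the one with untreated SHR did not was not tested as a difference.

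Mitochondrially encoded transcripts held 7.83% of the counts in SHR+AAV-Control, the lowest of the 4 groups, a measure the paper does not give. Within groups, the total count and the mitochondrial share correlated at r = -0.661 across the 12 libraries (permutation p = 0.176, adjusted by Benjamini-Hochberg 0.246 among 7 relations) and rho = -0.650 (permutation p = 0.0679). Without the 2 farthest libraries r was -0.488. A link with library size was therefore left undecided. RNA integrity values and dissection records were not used here.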

How the results depend on the processing

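Of the tests behind this part, those on DESeq2, on library size without TMM, on median-ratio scaling of counts, on counts thinned or divided by 4, on sets without proteasome genes, with mitochondrial and ribosomal protein genes left out, on the comparison of SHR+AAV-VEGFC with SHR and on the Reactome results were chosen after values had been seen. So was limma on log2(FPKM + 1) as an alternative, since it was the planned test until the deposited table proved to hold counts. All other choices and alternatives were set before the data were examined. For every result that changed, the cause was not tested.

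SHR against WKY gave 208 DEGs. The count was 391 with the spread shared by all 4 groups, 516 with the replicate block, 700 with unadjusted p, 387 with no fold change threshold, 337 with limma on TPM, 135 with median-ratio scaling of FPKM, 134 with quantile normalization and 512 with DESeq2. With 1 library left out it ran from 46 to 779. DESeq2 kept 193 of the 208, limma on TPM 136, and limma on log2(FPKM + 1) 118.

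SHR+AAV-VEGFC against SHR+AAV-Control gave 258 DEGs. The count was 132 with the replicate block, which kept 124 of the 258, 580 with unadjusted p, 729 with no fold change threshold and 415 with DESeq2, which kept 256. With 1 library left out it ran from 79 to 460. Libraries of the same number did not deviate together in this comparison (mean r -0.0523).

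SHR+AAV-Control against SHR gave 96 DEGs. The count was 178 with the shared spread, 5 with the block, 420 with unadjusted p, 62 with limma without an intensity trend and 230 with DESeq2, and ran from 0 to 144 with 1 library left out. The 0 came without SHR+AAV-Control replicate 2 or 3, where 399 and 425 genes passed at unadjusted p. SHR+AAV-Control against WKY gave 1146, which became 4918 with no fold change threshold, 2034 on TPM, 679 with median-ratio scaling of FPKM and 624 with quantile normalization, and ran from 857 to 1353. SHR+AAV-VEGFC against WKY gave 83, which became 158 with the shared spread, 134 with the block, 430 with unadjusted p and 273 with DESeq2, and ran from 21 to 116. SHR+AAV-VEGFC against SHR gave 0 (136 at unadjusted p). It gave 1 with the shared spread, and 1 with limma on log2(FPKM + 1), on log2(FPKM + 0.1), on TPM, on TPM without mitochondrial and ribosomal protein genes, with median-ratio scaling, with quantile normalization and without an intensity trend. DESeq2 gave 13, and leaving out 1 library gave 0 to 0, with 115 to 359 at unadjusted p.

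Both comparisons shared 4 DEGs. The count was 2 with no filter on low values, 14 with the shared spread, 80 with unadjusted p, 19 with no fold change threshold, 12 with limma on log2(FPKM + 0.1), 27 on TPM, 7 with limma on log2(FPKM + 1) and 36 with DESeq2, and ran from 0 to 42 over 12 fits with 1 library left out. Of random lists, those of the DESeq2 sizes shared 13.7 genes (15.2 when matched for expression, one-sided permutation p = 1e-04 for each from 10000 draws, the smallest they can give), and those of the limma sizes 2.54 (permutation p = 0.0133). These draws treat genes as independent and do not measure the variation between animals. Genes changed in opposite directions numbered 3. The count was 12 with the shared spread, 5 with the block, 64 with unadjusted p, 5 as ratios of group means, 16 with no fold change threshold, 11 with limma on log2(FPKM + 0.1), 25 on TPM, 5 on TPM without mitochondrial and ribosomal protein genes, 5 without an intensity trend, 6 with limma on log2(FPKM + 1), 5 without TMM and 31 with DESeq2, and ran from 0 to 41.

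Of the 7 hand-written sets given, 7 passed in SHR against WKY, with 4 to 7 when 1 library was left out. Of the 8 named Reactome sets given 7 passed, with 4 under median-ratio scaling, 4 under quantile normalization, 3 without proteasome genes and 1 to 8 with 1 library left out. With VEGF-C 5 hand-written sets passed, with 4 to 6 when 1 library was left out, and 6 Reactome sets, with 4 to 7.

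Directions reversed in these cases. In SHR against WKY, cell adhesion molecules at an NES of -1.26 became 0.790 when ranked by log2FC and 0.840 with no filter. With VEGF-C, cell adhesion molecules at -0.940 became 0.923 with median-ratio scaling and 0.903 with quantile normalization. Reactome plasma lipoprotein remodeling with VEGF-C (1.00) ran from -0.810 to 1.19 with 1 library left out, negative without SHR+AAV-VEGFC replicate 1. In SHR against WKY, Aif1 at -0.12 became 0.12 with limma on log2(FPKM + 0.1) and ran from -0.28 to 0.13 with 1 library left out (positive without WKY replicate 2). Vegfc at 0.01 ran from -0.33 to 0.40 (negative without WKY replicate 2 or SHR replicate 1 or 3). Prox1 at 0.16 ran from -0.013 to 0.49 (negative without WKY replicate 1 or SHR replicate 2).

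The remaining values were counted only. For 39 named gene results, 102 of 117 fits with other settings were the same within the limits set, 13 weaker and 1 stronger, and of 234 fits with 1 library left out 143 were the same, 83 weaker and 2 stronger. For 30 gene set results, 183 of 210 fits with other settings were the same, 15 weaker and 8 stronger, and of 180 with 1 library left out 155 were the same, 19 weaker and 5 stronger. Alignment, annotation and counting were not varied, since reads were not used here. With 3 libraries per group and 40397119 to 60007759 counts per library, results for genes near the floor of 3 counts and calls that depend on 1 library are the least certain.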

Differences from the paper's values

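The results added in this part after values had been seen are DESeq2, limma on log2(FPKM + 1), library size without TMM and enrichment on the DEGs of the blocked fit. The paper's test for DEGs is not named, and its values below are those of its text and Figure 7.

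For SHR against WKY the paper's count of DEGs was 648, with the paper's 444 higher and 204 lower, and the values here were 208, 91 and 117. A count was taken as near the paper's when within 1.5-fold of it. Among the settings chosen in advance, the replicate block (516), unadjusted p (700) and leaving out SHR replicate 2 (779) came near the total of 648, and the other settings chosen in advance did not. DESeq2 (512), chosen after the values were seen, also did. For the 444 higher, unadjusted p (347) and leaving out SHR replicate 2 (314) came near. For the 204 lower, the shared spread (213), the block (278), no fold change threshold (231) and, chosen after the values were seen, DESeq2 came near. Only unadjusted p came within range of both the total and the higher count without leaving out a library, and it gave 353 lower.

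For SHR+AAV-VEGFC against SHR+AAV-Control the paper's count was 459, with the paper's 232 higher and 227 lower, and the values here were 258, 181 and 77. Settings chosen in advance that came near 459 were unadjusted p (580), limma on log2(FPKM + 0.1) (366), TPM (383) and leaving out SHR+AAV-VEGFC replicate 3 (460), and the rest were not. DESeq2, chosen after the values were seen, gave 415. For the 227 lower, unadjusted p (162), no fold change threshold (319), limma on log2(FPKM + 0.1) (218), TPM (261) and leaving out SHR+AAV-VEGFC replicate 3 (169) came near. The 181 higher were within range of the paper's 232.

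The paper's overlap was 56 genes, and the value here was 4. Unadjusted p (80) and leaving out SHR replicate 2 (42) came near, and the other settings chosen in advance did not.

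Directions and genes also differed in places. The paper names cell adhesion molecules among the pathways suppressed by VEGF-C and activated in SHR. The hand-written cell adhesion molecule set was lower in SHR (NES -1.26) and at -0.940 with VEGF-C, where 47 of its 74 genes had a positive log2FC, while the Reactome CaM pathway, calmodulin, which is the label drawn in Figure 7E, was higher in SHR (NES 1.56) and lower with VEGF-C (-1.54). Aif1, which by the paper's qPCR was lower with VEGF-C, had a log2FC of 0.48 (edgeR adjusted p = 0.208). The paper's KEGG terms for SHR against WKY, MAPK signaling among them, had hypergeometric adjusted p-values of 0.240 and above here. On the DEGs of the fit with the replicate block, the phagosome (0.000129) and calcium signaling (0.0214) passed, and MAPK signaling (0.362), oxytocin signaling (0.0926) and cGMP-PKG signaling (0.659) did not. The paper's criteria for DEGs are given in 2 forms, a fold change over 2 or under 0.05 and an absolute log2FC over 1 with an adjusted p under 0.05, and the second was used here.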

Other observations

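The test of a transcript length bias in the rise of ribosomal protein genes with VEGF-C was written before its values were seen. The test of a neuron share was written in advance for another score and moved to synaptic transmission afterwards, and it and all other tests in this part were chosen only after the result was seen. Of the 7 within-group relations 3 were added later, as were the thinning and neighbour tests.

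The Reactome set for transmission across chemical synapses with VEGF-C stood at -2.22 after median-ratio scaling and -2.18 after quantile normalization, against -1.98 first, so neither of these scalings removed its fall.

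Synaptic sets rose in SHR and fell with VEGF-C, and CC tissue holds few neurons. A candidate explanation is a different share of grey matter in the dissected pieces. Within groups the neuron score correlated with the score of synaptic transmission, markers taken out, at r = 0.873 (permutation p = 0.000772, adjusted by Benjamini-Hochberg 0.0054 among 7 relations) and rho = 0.832 (permutation p = 0.00309), and r was 0.814 without the 2 farthest libraries. Since synaptic genes are neuronal genes, such a relation is expected whatever moved them between groups. With the oligodendrocyte score r was -0.702 (permutation p = 0.130, adjusted by Benjamini-Hochberg 0.228), rho -0.608 (permutation p = 0.148) and r -0.466 without them, which noise alone could give. With the mitochondrial share r was -0.361 (permutation p = 0.274, adjusted by Benjamini-Hochberg 0.320), rho -0.357 (permutation p = 0.337) and r -0.395 without them.

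The neuron score differed by 0.34 between SHR and WKY (two-sided exact permutation p = 0.4, where 0.10 is the smallest possible, or 0.25 between libraries of the same number, the smallest possible there, with differences of 0.35, 0.64 and 0.02) and by -0.55 with VEGF-C (exact permutation p = 0.1), and the oligodendrocyte score by -0.13 (exact permutation p = 0.5, and 0.5 between libraries of the same number) and 0.11 (exact permutation p = 0.6). The signs were those predicted for a neuron share, but the oligodendrocyte part lay within noise, and the explanation was left undecided after these values had been seen. Histology of the dissected pieces was not used here.

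Ribosomal protein genes rose with VEGF-C. The median log2FC of 94 genes was 0.60, with 73 higher, and stayed positive on each other scaling tried (0.53 without TMM, 0.35 with limma on FPKM, 0.31 on TPM and 0.46 after quantile normalization). It lay at percentile 100 of lists matched for length and expression, whose median was 0.21, so transcript length and expression did not explain all of it. The 97 respiratory chain genes had 0.37 (matched lists 0.15) and the 37 mitochondrial genes 0.72 (matched lists 0.12). The same genes were lower in SHR+AAV-Control than in untreated SHR, at -0.59 for ribosomal protein genes (matched lists -0.24) and -0.69 for respiratory chain genes (matched lists -0.19). In SHR against WKY ribosomal protein genes were at -0.27, and at 0.06 on TPM, mitochondrial genes at -0.57 and respiratory chain genes at 0.21. Between SHR+AAV-VEGFC and untreated SHR directly, the median was 0.01 for ribosomal protein genes and 0.06 for mitochondrial genes. Respiratory chain genes were at -0.21 there. The shift with VEGF-C may thus lie in the control vector group, and how it arose was not tested.

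Correlated log2FC of SHR against WKY and of VEGF-C against control vector (r = -0.233) could follow from the grouping of libraries. Over 100 regroupings of the libraries in both comparisons, 10 gave a correlation at least as strong, and of the 16 that part the replicate numbers 1 did, the real one. For shared DEGs 1 of 16 splits gave as many, and for shared DEGs in opposite directions 1 of 16. For DEGs of SHR against WKY 1 of 4 splits gave as many, the real one (of all 10 splits the next largest gave 3), and for VEGF-C against control vector 1 of 4. For the number of passing gene sets in SHR against WKY, 1 of 4 splits gave as many by hand and 1 of 4 in Reactome. With VEGF-C 3 of 4 splits did by hand and 2 of 4 in Reactome. Over all 10 splits 3 to 5 did. A grouping of the libraries by chance therefore remained a candidate explanation for the gene set results, and less so for the DEG counts.

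DEGs of SHR against WKY lay near each other: 75 of the 208 (36.1%) had another within 1 Mb, against 53.8 for random lists (permutation p = 0.006 from random draws). Cbr1, Cbr3 and U4 on chromosome 11 are an example chosen after the values were seen. Linked variants between the strains could give such neighbours, and so could shared regulation, which was left undecided. In VEGF-C against control vector, where both groups are SHR, 96 DEGs had a neighbour (78.8 for random lists, permutation p = 0.04 from random draws). Across the strains, SHR+AAV-VEGFC against WKY had 17 of 83 (9.77 for random lists, permutation p = 0.05). SHR+AAV-Control against WKY had 803 of 1146 (811 for random lists, permutation p = 0.7). An excess was therefore not found in every comparison across the strains. SHR+AAV-Control against SHR had 17 of 96 (12.9 for random lists, permutation p = 0.2).

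The 9 genes of a choroid plexus marker list were all higher with VEGF-C (median log2FC 1.06), 0 of them with an edgeR adjusted p < 0.05. Their mean score differed by 1.50 (two-sided exact permutation p = 0.3, where 0.10 is the smallest possible). It was -3.03, 0.35 and 0.07 in the libraries of SHR+AAV-Control and 1.20, 0.77 and -0.09 in those of SHR+AAV-VEGFC, so the difference came mainly from SHR+AAV-Control replicate 1.

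Genes for molecules that the paper measured by qPCR or staining, and the VEGF-C receptor gene Flt4, were also looked up. The paper stained Lyve-1 and Prox1 in the meninges and reports its rise of VEGF-C mRNA there. All libraries here are from the corpus callosum, so the values below test neither that rise nor meningeal lymphatic growth. Vegfc was at -0.68 with VEGF-C (edgeR adjusted p = 0.314), Aif1 at 0.48 (edgeR adjusted p = 0.208) and Prox1 at 0.52 (edgeR adjusted p = 0.0457, or 0.0925 with the replicate block, and over 0.05 in 5 of the 6 fits with 1 library left out). Flt4 was at -0.96 in SHR (edgeR adjusted p = 0.0530, or 0.0318 with the replicate block) and 0.91 with VEGF-C (edgeR adjusted p = 0.0515, or 0.127 with the block). Lyve1, Il1b and Tnf were below the expression filter, with log2FC of 0.73, -0.45 and -0.33 with VEGF-C when no filter was used (edgeR adjusted p = 0.518, 0.935 and 0.892), and Ifng was not in the table. Gfap was at -0.19 (edgeR adjusted p = 0.582).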
